# Targeting endoplasmic reticulum stress-induced CLGN resensitizes hepatocellular carcinoma to apoptosis: paeonol synergistically enhances efficacy by dual inhibition of CLGN and NF-κB

**DOI:** 10.3389/fonc.2025.1709962

**Published:** 2025-11-28

**Authors:** Sitong Yan, Anqi Wang, Xiang Chen, Weijia Jiang, Xiao Du, Yuhan Huang, Xiangyu Zu, Yue Zhu, Jiatao Liu, Lulu Fan, Lingling Zhang, Guoping Sun

**Keywords:** hepatocellular carcinoma, paeonol, CLGN, endoplasmic reticulum stress, combination therapy

## Abstract

**Purpose:**

Endoplasmic reticulum stress (ERS) drives hepatocellular carcinoma (HCC) progression and therapy resistance. This study identifies Calmegin (CLGN) as a novel ERS-induced pro-survival factor and explores shCLGN combined with Paeonol (Pae) to overcome apoptosis resistance via NF-κB suppression.

**Materials and methods:**

CLGN was discovered by transcriptome sequencing of tunicamycin (TM)-induced ERS in HepG2 cells and validated via Western blot. Clinical significance was assessed using 93 paired HCC/adjacent tissues (IHC/WB) and TCGA data. Functional roles of CLGN (proliferation: CCK-8/EdU; migration/invasion: Transwell; apoptosis: flow cytometry). shCLGN efficacy alone or with Pae was tested *in vitro* and *in vivo* (xenografts). Transcriptome sequencing combined with Western blot was performed after sh-CLGN to confirm that CLGN regulates apoptosis-related proteins (such as Bcl-2, Bax, and Caspase-3) through the NF-κB pathway, as well as the mechanism of sh-CLGN combined with paeonol on the pathway.

**Results:**

ERS significantly upregulated CLGN in HCC, correlating with advanced tumor stage and poor prognosis. CLGN promoted proliferation/migration and suppressed apoptosis. Crucially, sh-CLGN sensitized HCC cells to Pae, synergistically enhancing apoptosis and tumor suppression. Mechanistically, CLGN sustained survival via NF-κB activation; the combination (sh-CLGN + Pae) dual-blocked CLGN/NF-κB, reversing pro-survival signaling *in vitro* and *in vivo*.

**Conclusion:**

CLGN is a pivotal ERS effector mediating HCC apoptosis resistance through NF-κB. Sh-CLGN combined with Pae restores apoptotic sensitivity via dual CLGN/NF-κB inhibition, providing a potent strategy against ERS-adapted HCC.

## 1 Introduction

Hepatocellular carcinoma (HCC) ranks among the most prevalent cancers worldwide (1, 2). According to the 2022 Global Cancer Statistics, liver cancer exhibits the third highest mortality rate among all cancers, accounting for 7.8% of total cancer-related deaths (3). Systemic therapy is crucial for patients with advanced liver cancer, but current treatments are limited due to high drug resistance (4). Therefore, novel therapeutic strategies are urgently needed (5).

HCC progression and therapy resistance are driven by a complex network of molecular alterations. These include classic genetic abnormalities (e.g., TERT, TP53, CTNNB1) and dysregulated signaling pathways (e.g.,Wnt/β-catenin, PI3K/AKT/mTOR) (6–8), as well as non-canonical pathways such as Hippo/YAP, NF-κB, and STAT3 (9). ERS-induced unfolded protein response (UPR) promotes tumor progression and confers drug resistance. For instance, extracellular vesicles from selenium-deficient cells propagate ERS signals via the PI3K-AKT-mTOR axis (10), and the COPI-MAP2K3 pathway provides a novel link between ERS and YAP activation (11).

At its core, ERS triggers the UPR through three key sensors—PERK, ATF6, and IRE1α (5, 12)—reprogramming tumor cell metabolism and driving malignant progression (13)Building on this foundation, our research has identified specific ERS-mediated mechanisms in HCC (14, 15). We discovered that an ERS-linked super-enhancer promotes epithelial-mesenchymal transition (EMT) by activating TNC through CREB5 (16) Furthermore, we demonstrated that the ARHGEF2/EDN1 pathway contributes to ERS-related drug resistance by promoting angiogenesis and proliferation (17), and that NAT10 enhances metastasis and lenvatinib resistance by stabilizing HSP90AA1 mRNA via ac4C modification (18).

The CLGN gene encodes the endoplasmic reticulum-associated protein Calmegin (19). As a chaperoneprotein of the endoplasmic reticulum, CLGN plays a significant role in protein folding, cellular stress responses, and calcium ion homeostasis, influencing both the physiological and pathological processes of cells (19). For instance, in Kidney Renal Clear Cell Carcinoma (KIRC), CLGN has been identified as a prognostic marker associated with necroptosis (20). These findings not only offer a new perspective on the role of CLGN in diseases but also lay the groundwork for its exploration as a potential therapeutic target. However, the molecular mechanisms underlying its pro-oncogenic and drug-resistant effects in ERS responses in hepatocellular carcinoma remain unexplored systematically. This research gap highlights the scientific value and clinical translational potential of further investigating the interplay between CLGN and HCC under ERS conditions.

Traditional Chinese medicine has been widely employed in China owing to its favorable safety profile, rapid efficacy, and low cost. As documented in the Chinese Pharmacopoeia, Moutan Cortex (the root bark of Paeonia suffruticosa) (21)is characterized by a bitter and pungent taste, slightly cold nature, and tropism toward the heart, liver, and kidney meridians (22, 23). According to “Dian Nan Ben Cao,” Moutan Cortex breaks blood, promotes blood circulation, treats masses, and eliminates heat from the blood (24). Paeonol (Pae), a phenolic compound derived from Moutan Cortex, exhibits diverse biological activities including anti-inflammatory, antitumor, and cardioprotective effects (21, 25). Although Pae has shown antitumor activity and enhanced chemotherapeutic efficacy in various cell lines and animal models (26), its mechanism of action in HCC under ERS conditions remains unreported.

In this study, we analyzed transcriptome sequencing data and reported significantly increased CLGN expression levels in HCC, which is associated with ER stress. Furthermore, inhibition of CLGN expression reversed ERS-induced resistance to Pae, suggesting a promising combinatory therapeutic strategy.

## 2 Materials and methods

### 2.1 Clinical sample collection

In all, 93 pairs of clinical samples, which included HCC tissues in addition to adjacent nontumor tissues, were procured from the First Affiliated Hospital of Anhui Medical University (NO.20040158). Informed consent was obtained from all participants in the study; the research protocol was approved by the Ethics Committee of the First Affiliated Hospital of Anhui Medical University and was in compliance with the Helsinki Declaration guidelines. Patient-specific data were meticulously recorded in accordance with the tumor–node–metastasis (TNM) classification system as defined by the Union for International Cancer Control (UICC) (27). Furthermore, we acquired 8 pairs of matched HCC tissues and adjacent normal tissues (ANTs) for Western blot analysis.

### 2.2 Immunohistochemistry

Tissue microarrays consisting of 93 pairs of HCC/ANT samples were constructed. Immunohistochemical staining was performed via a two-step method with a human monoclonal anti-rabbit CLGN antibody (1:100, BOSTER), a KI-67 antibody (1:400, CST), and an NF-κB antibody (1:400, CST).

The positive signal intensity scores were as follows: (negative, 0; weak, 1; moderate, 2; or strong, 3). The percent positivity was determined by evaluating the proportion of positive cells and was categorized as follows: (<5%, 0; 5%–25%, 1;26%–50%, 2; 51%–75%, 3; 76%–100%, 4). The staining index (SI) was calculated as follows: SI = signal intensity × proportion of positive cells (28). The SI ranged from 0–12, with a median of 6. Using an SI value of 6 as the threshold, samples were classified as either low-expression (SI < 6) or high-expression (SI > 6).

### 2.3 Cell culture

Hep-G2, Huh-7, MHCC97H, LM3, and Hep-3B cells were obtained from the Chinese Academy of Sciences (Shanghai). The cell culture medium contained 10% fetal bovine serum (ExCell,Suzhou), high-glucose DMEM (WISENT), and dual antibiotics (1% penicillin and streptomycin) (Beyotime). The culture environment was maintained at 37°C and 5% CO_2_.

### 2.4 Western blot analysis

The cells were lysed, after which the protein concentration was measured. The samples were then denatured and separated via SDS–PAGE. The proteins were subsequently transferred, blocked, incubated with antibodies (**Supplementary Table 1**), and ultimately detected via chemiluminescence methods. Western blot bands were quantified by ImageJ and normalized to β-actin. All work complied with established Western blot reporting standards.

### 2.5 Quantitative real-time polymerase chain reaction

RNA was extracted using the Virus DNA/RNA Extraction Kit 2.0 (Vazyme). For reverse transcription and quantitative polymerase chain reaction (qPCR), we closely followed the manufacturer’s protocols. Briefly, we used 2 × Q3 SYBR qPCR Master Mix (TOLOBIO) and ToloScript All-in-one RT EasyMix for qPCR (TOLOBIO). The relative gene expression was calculated using the 2^–ΔΔCt method, with β-actin serving as the internal reference gene. The primer sequences are detailed in **Supplementary Table 2**.

### 2.6 siRNA transfection

Once the HCC cells reached 60% confluence within a 6-well culture plate, 5 µl of siRNA was added to an enzyme-free sterile EP tube, followed by the addition of 35 µl of solution A and 5 µl of solution B for transfection, according to the CALNP™ RNAi *in vitro* (D-Nano) protocol. si-CLGN was custom-made by HanBio Shanghai (Hanhang Biological Technology Co., Ltd., Shanghai). The efficacy of transfection was confirmed by Western blot and qRT–PCR. The sequences were as follows:

si-CLGN sense: 5’-CGACAUAUGUAUACCACAATTC;
Antisense: 5’-UUGUGGUAUACAUAUGUCGTT-3’.
NC group sense: 5’-UUCUCCGAACGUGUCACGUTT-3’;
Antisense: 5’-ACGUGACACGUCGGAGAATT-3’.

### 2.7 Lentivirus transduction

In the lentiviral transfection experiment, the short hairpin RNA (shRNA) lentivirus encoding CLGN was designed and synthesized by Gemma Company (Shanghai, China). The shRNA target sequence:sh-CLGN 5’-CGACATATGTATACCACAA-3’,sh-NC 5’-TTCTCCGAACGTGCACGT-3’. 

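The sh-CLGN target, CGACATATGTATACCACAA, is 19 nt long and has an exact match in the CLGN gene, which encodes calmegin, a chaperone of the endoplasmic reticulum (ER). In GRCh38 the site lies on chromosome 4 from 140392328 to 140392346, on the minus strand, within the gene at 140388455 to 140427968. It falls in exon 13 of the 15 exons of the transcript CLGN-201 (ENST00000325617.9), at nucleotides 1965 to 1983 of 3043. This is inside the coding sequence, at coding nucleotides 1524 to 1542 of 1830, and not in an untranslated region. In the sense of the transcript, the 20 nt before the site read GATACAGAGTATAAAAAAAC and the 20 nt after it read ACAAAAGGAGTACTAGAGCA. Of the 3 annotated CLGN transcripts, 2 contain the site, and no other gene's annotated transcript has an exact match. The sh-NC sequence, TTCTCCGAACGTGCACGT, has no exact match in any annotated transcript. The search covered exact matches only, so sites with mismatches were not examined.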

The transductants were added to the culture medium supplemented with virus for 24 hours, which was followed by incubation in complete culture medium for 48 hours. The cells were screened with puromycin, and the transduction efficiency was verified by Western blot and qRT–PCR.

### 2.8 EdU cell proliferation assay

According to the instructions of the EdU Cell Proliferation Assay Kit (Beyotime), an appropriate volume of EdU working solution was added to the cell culture medium. After 3 hours of incubation, the cells were fixed, permeabilized, and stained. The fluorescence intensity and distribution were observed using an upright fluorescence microscope (Leica).

### 2.9 Cell viability/inhibition analysis

We seeded six thousand cells into each well of a 96-well plate. After 0, 24, 48, and 72 hours of culture, 10 µl of CCK-8 detection reagent (Beyotime) was added to each well (29). The absorbance was measured at a wavelength of 450 nm following the incubation period. The half-maximal inhibitory concentration (IC^50^) was calculated by generating a growth curve with the drug concentration on the horizontal axis and the cell viability or inhibition rate on the vertical axis.

### 2.10 Colony formation assay

An equivalent quantity of cells was seeded into every well of a six-well plate and subsequently cultured. Stable colonies formed after 14 days; these colonies were fixed with paraformaldehyde, subjected to crystal violet staining, and then enumerated.

### 2.11 Annexin V-FITC/PI apoptosis detection

The cells were digested in trypsin without EDTA, washed twice with PBS (1500 RPM, 5 minutes), and incubated with 5 µl of Annexin V-FITC and 10 µl of PI (15 minutes, 4°C) (30). Apoptosis was detected using a Beckman CytoFLEXLX flow cytometer.

### 2.12 Migration and invasion assays

Transwell chambers with 8-μm pores (Corning, USA) were coated with Matrigel (Corning) to evaluate the invasion ability of the cells. The migrated cells were directly fixed, stained with 0.1% crystal violet, photographed and counted under a microscope.

### 2.13 Wound healing assay

After the cells reached 90% confluence in a 6-well plate, a scratch was made across each well with a 200 µl pipette tip. Changes in the scratch width at 0 hours and 48 hours were observed by microscopy and recorded.

### 2.14 Animal experiments

BALB/c nude mice (3–4 weeks old, n=20) were purchased from GemPharmatech Co., Ltd. (Jiangsu, China). After one week of acclimatization, Hep-G2 cells (3 × 10^6^ cells) from the control (shNC) and stable knockout (shCLGN) groups were subcutaneously injected into the right armpit of each mouse. The tumor volume was measured every 5 days. Five mice from each group were randomly selected and treated with Pae for 21 consecutive days when the tumors reached 50 mm³. Researchers were blinded to group assignments during the evaluation of the results. The Institute of Health and Medicine, which is associated with the Hefei Comprehensive National Science Center, has established clearance protocols through its Institutional Animal Care and Use Committee (IACUC), as indicated by the reference number (NO. IHM-AP-2024-029).

### 2.15 Statistical analysis

All data are presented as mean ± standard deviation (SD). Statistical analyses were performed using GraphPad Prism 8.5. For comparisons between two groups, we used unpaired or paired Student’s t-tests, or Welch’s t-test when variances were unequal. For comparisons among three or more groups, we used one-way ANOVA followed by appropriate *post hoc* tests (Dunnett’s for comparison to a single control; Tukey’s for all pairwise comparisons).For categorical data, associations were assessed using the Chi-square test. For survival analysis, Kaplan-Meier curves were compared with the Log-rank test, and hazard ratios were calculated. Non-parametric alternatives (e.g., Mann-Whitney U, Kruskal-Wallis tests) were used when data did not meet normality assumptions. (*P < 0.05, **P < 0.01, ***P < 0.001.).

## 3 Results

### 3.1 ERS increases CLGN expression in HCC

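RNA sequencing compared 3 libraries of cells treated with TM for 24 h and 3 libraries of cells treated with the solvent DMSO, all labelled Hep-G2, a human cell line established from a liver tumor. TM is tunicamycin, which blocks the first step of N-linked glycosylation, so that unfolded glycoproteins accumulate in the ER. The libraries labelled Hep-G2 held few reads of the plasma protein genes that hepatocytes express. Of 30 such genes, listed before the data were examined, 11 had no read in any library and 14 had 1 to 30 reads over the 6 libraries. ALB, the gene of serum albumin, had no read, APOA1 had 2 reads in 1 TM library and AFP had 1 read in 1 control library; these 3 members were picked after their values were seen. The highest level of the list was that of VTN, at 19.9 ± 0.324 FPKM (SD, n = 3) in the controls. Of 23 marker genes of other cell types, 7 passed the filter on expression, led by LUM, picked after its values were seen, at a mean of 43.8 FPKM in the controls, and of these 1 was higher and 6 were lower with TM in the test by limma.

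The submitters' processing notes name cutadapt 2.5, HISAT2 2.1.0 and featureCounts 1.6.3 and the build hg38. The authors' deposited table holds FPKM values per library for 19890 genes, of which 3974 were at 0 in all 6 libraries. In each library the values were whole multiples of what 1 read is worth, and from these steps 7859936, 10238734 and 8488573 reads were recovered for the TM libraries and 9521062, 8391031 and 9892049 for the control libraries. A count of 0 in a library allows a share of up to 2.93e-05% to 3.82e-05% of its reads (3 reads of the library total), for counting error only. The labels do not say whether the libraries came from separate cultures, so p-values measure the spread between these libraries, which may be technical. Genes with a mean of at least 1 FPKM in 1 of the groups (11818 genes) were tested with limma on log2(FPKM + 1), and p-values were adjusted by the Benjamini-Hochberg method. A log2 fold change on this scale understates the change of genes with low FPKM.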

ERS-related genes with prognostic significance in HCC, we treated Hep-G2 cells with TM to induce ERS and performed transcriptome sequencing. We identified 1,062 differentially expressed genes, including 601 upregulated ones (**Figure 1A**). 

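Genes of protein folding in the ER were upregulated together in TM-treated cells, and genes of cell division were downregulated. Of 32 ER chaperones and folding enzymes, 29 were higher, 1 was lower and 2 did not pass the test at an adjusted p under 0.05 from limma, with 29 higher and 1 lower when adjusted over the list alone. HYOU1, an ER chaperone, had 802 ± 35.4 FPKM (SD, n = 3) with TM and 56.4 ± 4.11 FPKM (SD, n = 3) with DMSO. PDIA4, a protein disulfide isomerase, had 1206 ± 34.7 FPKM (SD, n = 3) with TM and 86.6 ± 3.72 FPKM (SD, n = 3) with DMSO. The lower member was SDF2, at 21.1 ± 2.37 FPKM (SD, n = 3) against 28.9 ± 2.50 FPKM (SD, n = 3).

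Of 29 genes of ER-associated degradation, which returns misfolded proteins to the cytosol for breakdown, 23 were higher, 2 were lower and 4 did not pass, with equal counts when adjusted over the list alone. HERPUD1 rose from 24.4 ± 1.82 to 375 ± 6.87 FPKM (SD, n = 3 each) and SEL1L from 10.2 ± 0.605 to 91.3 ± 4.37 FPKM (SD, n = 3 each), while UFD1L and NPLOC4 were lower; NPLOC4 lost its call without TM replicate 2 (adjusted p = 0.0548 from limma) and after median-ratio scaling (adjusted p = 0.0503 from limma). Of 34 targets of the PERK-ATF4-CHOP arm, 30 were higher, none was lower and 4 did not pass at an adjusted p under 0.05 from limma, and 30 were higher when adjusted over the list alone. None of the 34 was lower at an unadjusted p under 0.05 from limma or with limma-voom on the recovered reads. As a set these targets were higher than other genes (camera in limma, adjusted p = 1.61e-21). With an estimated correlation between genes the direction held, but the list did not pass (camera in limma, adjusted p = 0.0566). TRIB3, a pseudokinase induced by CHOP, rose from 17.9 ± 1.21 to 130 ± 6.33 FPKM (SD, n = 3 each).

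Of 39 genes of the cell cycle and DNA replication, 38 were lower and 1, CDC6, was higher, with equal counts when adjusted over the list alone. RRM2, a subunit of ribonucleotide reductase, fell from 77.4 ± 4.82 to 14.6 ± 0.698 FPKM (SD, n = 3 each), and PCNA, the sliding clamp of DNA replication, from 263 ± 7.52 to 122 ± 4.81 FPKM (SD, n = 3 each). Over all genes, 6504 of 11818 changed at an adjusted p under 0.05 from limma, of which 2765 were higher and 3739 lower with TM; after median-ratio scaling of the libraries 3191 were higher and 3220 lower. At the lines drawn in Figure 1A, an unadjusted p under 0.05 from limma and an absolute log2 fold change over 1, 532 genes passed. Of these, 310 were higher and 222 lower. The fold change here was that of FPKM + 1, while the authors' deposited table takes it from the group means of FPKM. The number past these lines was 813 with a pseudocount of 0.1, 838 and 1550 with limma-voom on the recovered reads of the same genes and of all genes with a read, and 1060 with the p-values and log2 fold changes of the authors' deposited table over every row. Against a log2 fold change of 1 in limma's treat test, 236 genes passed.

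**Figure D1:**
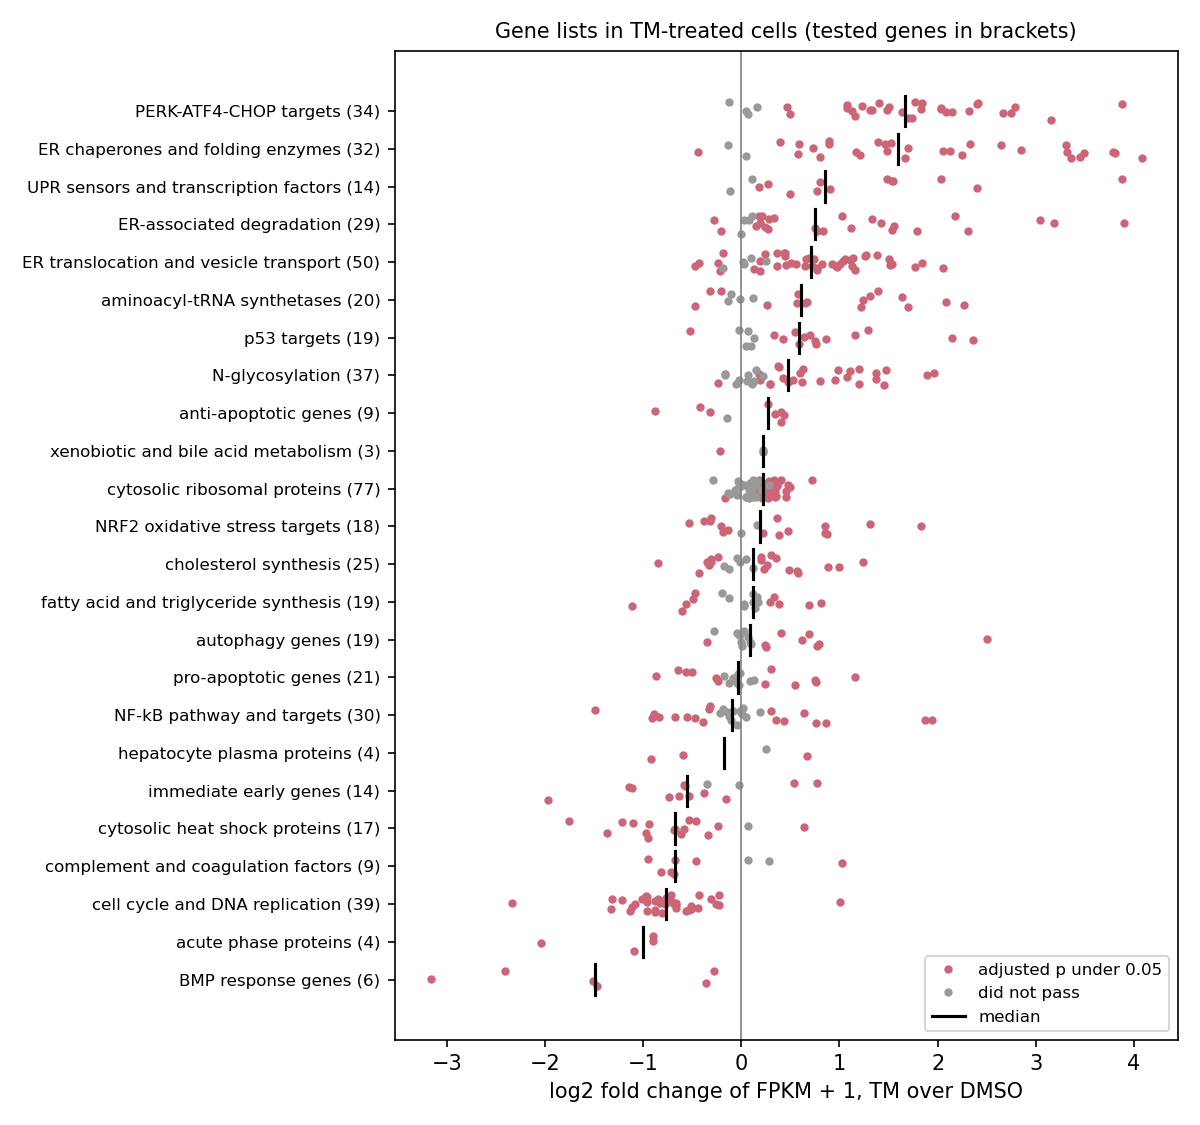
Log2 fold change of FPKM + 1, TM over DMSO, of each tested member of the 24 gene lists (1 point per gene, horizontal axis), with the lists ordered by their median (black line). Red points passed an adjusted p under 0.05 from limma and grey points did not; the number of tested genes stands in brackets, from 3 genes of xenobiotic and bile acid metabolism to 77 ribosomal proteins.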

For subsequent analysis, we focused on the most significantly altered transcripts by selecting the top 25 upregulated and top 25 downregulated genes based on log_2_-fold change (P < 0.05) (**Figure 1B**).

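The 50 genes of Figure 1B separated the TM libraries from the control libraries, and many of them were expressed at low levels. For all 25 upregulated genes every TM library lay above every control library, and for all 25 downregulated genes every TM library lay below. Chance gives groups that do not overlap, in either direction, for 10% of genes, and 7245 of the 11818 tested genes had such groups here. These genes were chosen by the study on the same libraries, so their directions are not independent evidence. KLHDC7B had 124, 150 and 132 reads in the TM libraries and 0, 1 and 0 in the controls, and BHLHA15, a transcription factor of secretory cells, had 51, 54 and 47 reads against 1, 0 and 0. ID1, an inhibitor of DNA binding and target of BMP signaling, had 5.78 ± 1.12 FPKM (SD, n = 3) with TM and 59.3 ± 3.64 FPKM (SD, n = 3) with DMSO, and STEAP4, a metalloreductase, had 10.8 ± 0.751 and 76.3 ± 4.80 FPKM (SD, n = 3 each). At the other end of the heatmap, NCKAP5 had 0, 1 and 0 reads with TM and 4 reads in each control library.

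Of the 50 genes, 23 stayed under a mean of 1 FPKM in both groups and were not tested, and 24 had fewer than 100 reads over the 6 libraries. The 27 tested genes passed an adjusted p under 0.05 from limma, 18 higher and 9 lower. Ranked by log2 fold change of FPKM + 1, the 15 tested genes with the largest increases were HSPA5, HERPUD1, DDIT3, HYOU1, PDIA4, HSP90B1, SDF2L1, UNC5B, DNAJB9, MANF, CRELD2, DERL3, CNTD2, GDF15 and INHBE, of which HSPA5, UNC5B, DERL3 and CNTD2 also stand in Figure 1B. MANF, an ER-resident growth factor, had a log2 fold change of 3.32 (standard error 0.0787, adjusted p = 4.71e-11 from limma). The 10 largest decreases were those of ID1, C11orf86, STEAP4, SGK1, ID3, RRM2, PTGS1, CA9, CP and RHOV. SGK1, a serum- and glucocorticoid-regulated kinase, had a log2 fold change of -2.44 (standard error 0.0591, adjusted p = 5.84e-11 from limma).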

**Figure 1:**
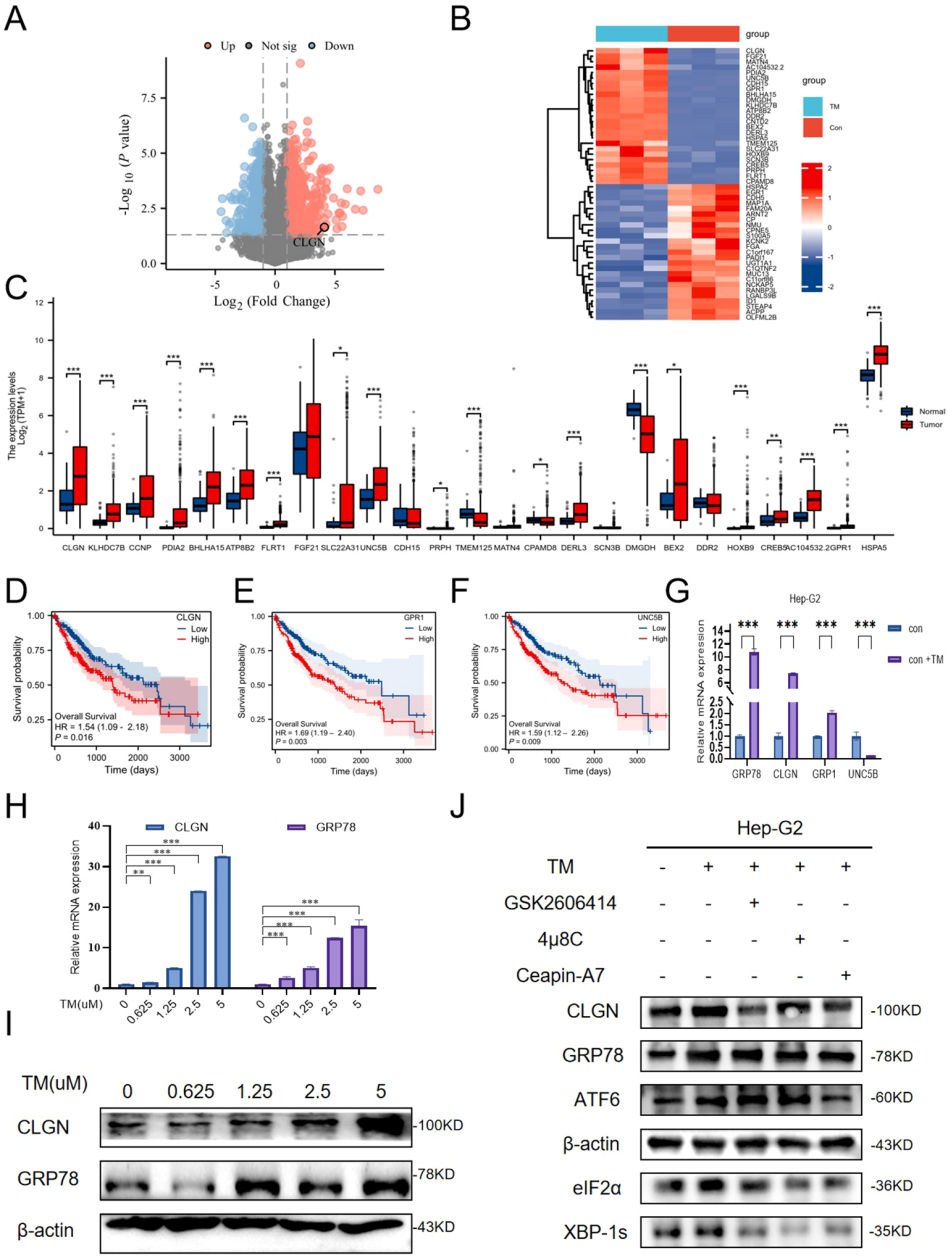
ERS upregulates CLGN expression in HCC. **(A)** Volcano plot of differentially expressed genes from mRNA sequencing of Hep-G2 cells. Red and blue dots represent significantly up- and down-regulated genes, respectively (CLGN is labeled). **(B)** Heatmap of the top 25 up- and down-regulated genes from mRNA sequencing. **(C)** Expression levels of the top 25 upregulated genes in HCC and adjacent normal tissues from the TCGA database. **(D–F)** Kaplan-Meier survival analysis of HCC patients stratified by high and low expression of *CLGN***(D)**, *GPR1***(E)**, and *UNC5B***(F)**. **(G)** qRT–PCR analysis of candidate gene expression in Hep-G2 cells treated with or without TM (unpaired Student’s t-test). **(H, I)** Dose-dependent effects of the ERS inducer TM on CLGN and GRP78 expression in Hep-G2 cells, as determined by qRT–PCR **(H)** and Western blot **(I)** (one-way ANOVA with Dunnett’s *post hoc* test). **(J)** CLGN protein expression under UPR pathway inhibition. Data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

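CLGN was higher with TM, with each TM library above each control library, but its level stayed low. Its mean was 0.776 ± 0.215 FPKM (SD, n = 3) with TM and 0.0445 ± 0.0504 FPKM (SD, n = 3) with DMSO, a ratio of means of 17.4. These values rest on 18, 18 and 26 reads in the TM libraries and on 1, 0 and 3 reads in the control libraries. HSPA5, which encodes GRP78, the main luminal chaperone of the ER, had 2657 ± 36.2 FPKM (SD, n = 3) against 156 ± 4.02 FPKM (SD, n = 3), a ratio of 17.0. GPR1, which encodes a G protein-coupled receptor, had 10.9 ± 0.948 FPKM (SD, n = 3) against 0.633 ± 0.0931 FPKM (SD, n = 3), a ratio of 17.3, and UNC5B, which encodes a netrin receptor, had 12.4 ± 0.932 FPKM (SD, n = 3) against 0.271 ± 0.0850 FPKM (SD, n = 3), a ratio of 45.8.

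From the summed reads of each group, the ratio for CLGN was 16.2 with an exact Clopper-Pearson 95% interval of 6.02 to 61.4, which covers counting error only. The same interval was 12.8 to 23.9 for GPR1, 16.7 to 17.3 for HSPA5 and 34.6 to 61.1 for UNC5B, so that the interval of CLGN contained the ratios of the other 3 genes. In GRCh38, GPR1 lies on chromosome 2 from 206175316 to 206218047, HSPA5 on chromosome 9 from 125234853 to 125241330 and UNC5B on chromosome 10 from 71212570 to 71302864. The log2 fold change of FPKM + 1 was 4.08 for HSPA5 (standard error 0.0478, adjusted p = 3.06e-13 from limma), 2.87 for GPR1 (standard error 0.0969, adjusted p = 9.37e-10 from limma) and 3.40 for UNC5B (standard error 0.0974, adjusted p = 2.54e-10 from limma). CLGN lay below the filter of 1 FPKM and was not tested with the other genes; with no filter its difference was 0.76 on this scale (standard error 0.0870, adjusted p = 0.000381 from limma). An exact permutation test of the FPKM values of CLGN gave a two-sided p = 0.1, the smallest that 3 against 3 libraries allow. The authors' deposited table gives CLGN a log2 fold change of 4.12, p = 0.0227 and an adjusted p of 0.101, and the table's log2 fold change ranks it 23 among 2599 higher genes with p under 0.05, with the 25 higher genes that carry a placeholder for a control mean of 0 left out. On log2(FPKM + 1) its difference would take position 548 of 3035 higher genes with an unadjusted p under 0.05 from limma. A gene with a mean under 1 FPKM in both groups cannot differ by more than 1 on that scale, which bounds this position. With limma-voom on the recovered reads of all genes with a read, it takes position 29 of 3503 such genes.

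**Figure D2:**
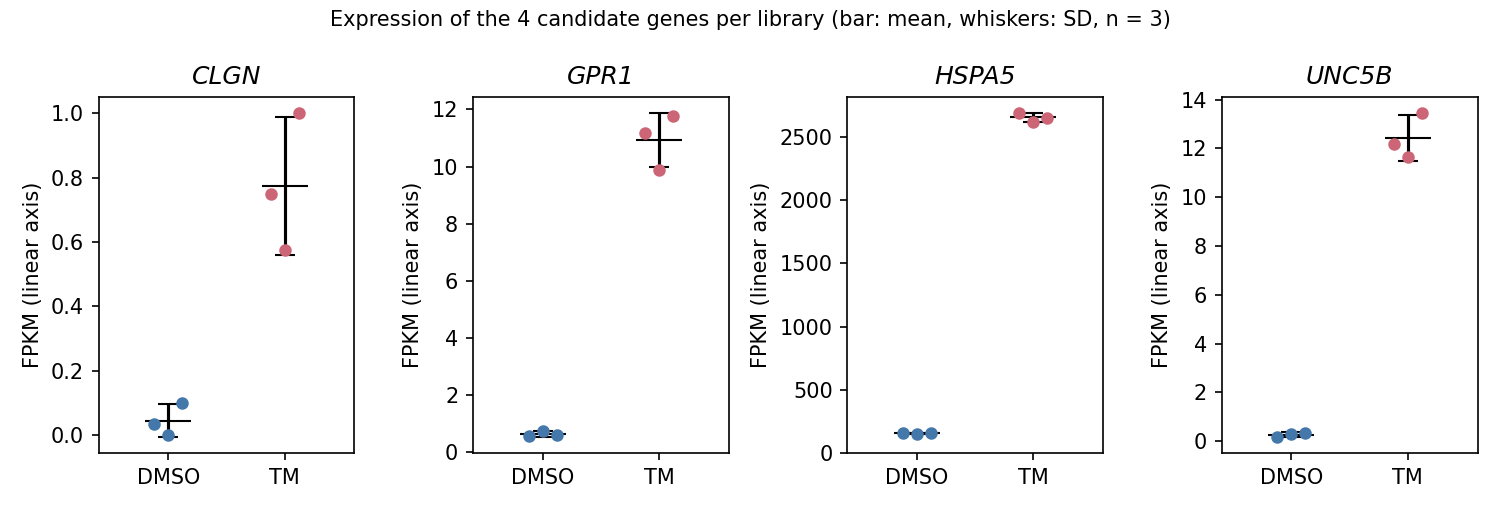
FPKM (vertical axes, linear, one scale per gene) of CLGN, GPR1, HSPA5 and UNC5B in the 3 DMSO libraries (blue) and the 3 TM libraries (red). Points are libraries, horizontal bars are means and whiskers are SD; the TM libraries of CLGN lie between 0.575 and 1.00 FPKM and its control libraries between 0 and 0.0993 FPKM.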

We then assessed the clinical relevance of these top 25 upregulated genes using the TCGA-LIHC cohort. Seventeen of them showed significantly higher expression in tumor tissues than in adjacent non-tumor tissues (**Figure 1C**, **Supplementary Figure 1A**). Survival analysis of these 17 candidates revealed that high expression of only four genes—GPR1, HSPA5 (encoding GRP78), UNC5B, and CLGN—was significantly associated with poor overall survival (P < 0.05) (**Figures 1D–F**, **Supplementary Figure 1B**), thus narrowing our candidate pool to these four prognostic factors.

We next sought to determine which of these four genes was most robustly regulated by ERS. qRT–PCR analysis in TM-treated Hep-G2 cells showed that while the ERS marker GRP78 was, as expected, the most induced, CLGN exhibited the most pronounced upregulation among the four prognostic candidates (**Figure 1G**). In contrast, GPR1 and UNC5B showed weaker induction. This strong functional link to ERS prompted us to select CLGN for further investigation. Subsequent experiments confirmed a dose-dependent increase in CLGN mRNA and protein levels upon TM treatment (**Figures 1H, I**) and a decrease upon treatment with the ERS inhibitor 4-PBA (**Supplementary Figures 2A, B**).

Having established CLGN as an ERS-responsive gene, we next sought to delineate its regulation by individual UPR arms. Interrogation of TCGA-LIHC data revealed that CLGN expression correlated most significantly with key effectors of the PERK pathway (EIF2AK3, R = 0.362; ATF4, R = 0.344; DDIT3, R = 0.367). Weaker correlations were observed with the IRE1α (ERN1, R = 0.189; XBP1s, R = 0.297) and ATF6 (ATF6, R = 0.218) pathways (**Supplementary Figure 2C**). Furthermore, we utilized TM to promote ERS and employed PERK pathway inhibitors (GSK2606414), IRE1a pathway inhibitors (4u8c), and ATF6 pathway inhibitors (Ceapin-A7) to respectively inhibit the three pathways of UPR. qRT-qPCR and Western blot were used to detect the effects of the three pathway inhibitors on the mRNA and protein expression of CLGN. The results indicated that all three UPR branches affected the mRNA (**Supplementary Figure 2D**) and protein levels of CLGN to varying degrees (**Figure 1J**), which might be due to their synergistic regulation; however, the PERK and ATF6 pathways had more significant regulatory effects on the expression of CLGN.

In summary, through a multi-step screening process, we identify CLGN as a key prognostic target of the ERS pathway in HCC.

### 3.2 CLGN expression in HCC is correlated with adverse clinicopathological features

We evaluated the relationships between CLGN expression and various clinicopathological characteristics, after which we assessed the expression of ERS markers in HCC tissues. According to the TCGA database, CLGN was highly expressed in paired and unpaired HCC tissues compared with normal tissues (**Figure 2A**, **Supplementary Figure 3A**). Its expression correlated with tumor presence (**Figure 2B**), age (**Figure 2C**), sex (**Figure 2D**), AFP level (**Figure 2E**), and histological grade (**Figure 2F**).To visualize the relationships between CLGN expression and clinicopathological features, a Sankey diagram was generated (**Figure 2G**). Higher pTNM stage, increased histological grade, and confirmed tumor presence were strongly associated with the high CLGN expression group. In contrast, early-stage and lower-grade tumors correlated more frequently with low CLGN expression. These results provide visual evidence that elevated CLGN expression is intricately linked to a more aggressive HCC phenotype.

**Figure 2:**
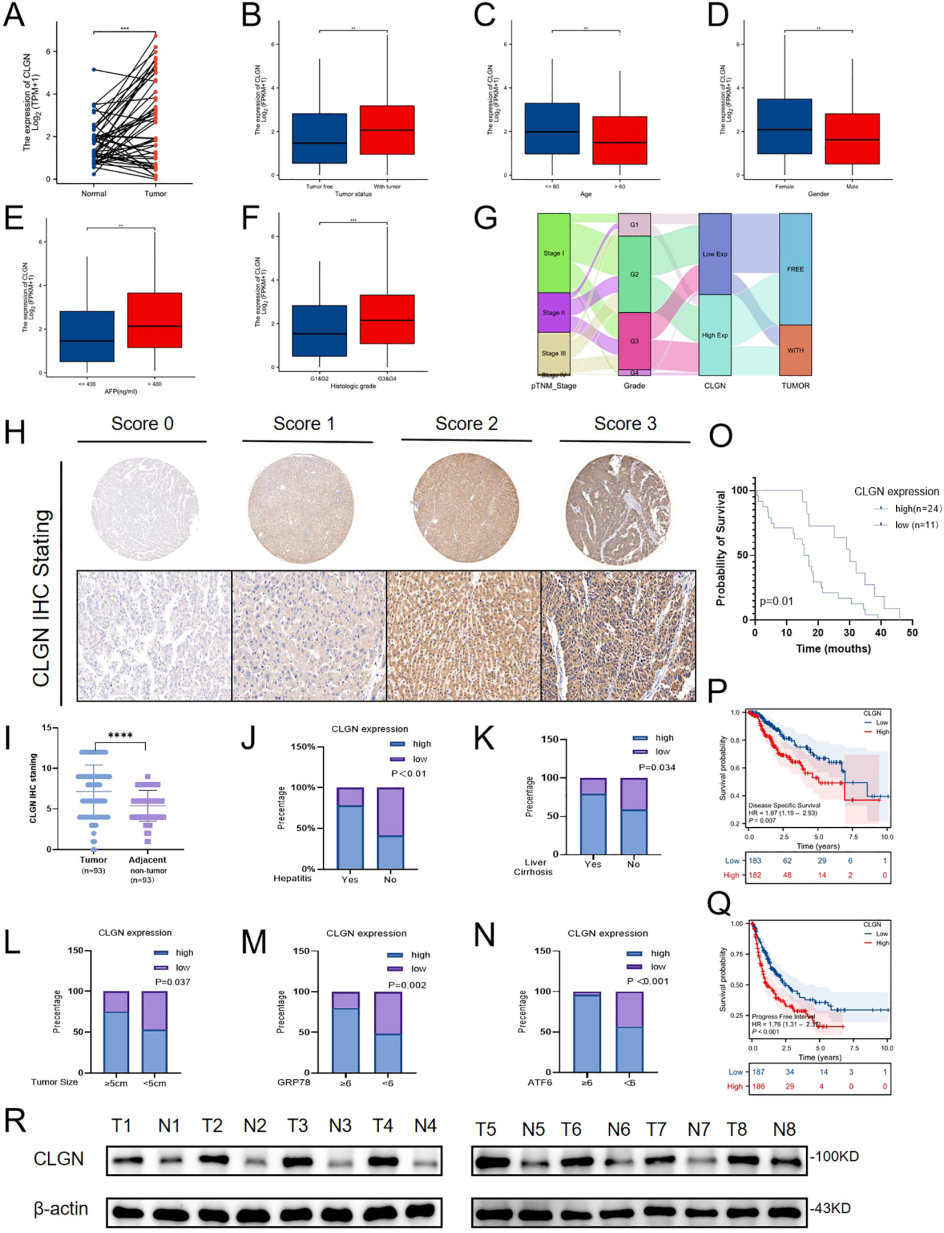
High CLGN expression correlates with aggressive clinicopathological features and poor prognosis in HCC. **(A)** CLGN mRNA expression in unpaired HCC and normal liver tissues from the TCGA-LIHC cohort (unpaired Student’s t-test). **(B–F)** Analysis of CLGN mRNA expression levels in the TCGA cohort stratified by **(B)** tumor status, **(C)** age, **(D)** sex, **(E)** serum AFP level, and **(F)** histological grade (unpaired Student’s t-test or one-way ANOVA). **(G)** Sankey diagram illustrating the flow and association between TNM stage, histological grade, CLGN expression level, and tumor status. **(H)** IHC images of CLGN staining in HCC tissues, classified into four grades (0-3) based on staining intensity. **(I)** Statistical analysis of CLGN IHC scores in HCC tissues compared with adjacent non-tumor tissues (paired Student’s t-test). **(J–L)** Analysis of CLGN IHC scores stratified by **(J)** hepatitis status, **(K)** liver cirrhosis status, and **(L)** tumor size (unpaired Student’s t-test). **(M, N)** Correlation between CLGN protein expression and the ERS markers **(M)** GRP78 and **(N)** ATF6. Patients were grouped based on the median IHC score of each ERS marker (unpaired Student’s t-test). **(O)** Kaplan-Meier analysis of overall survival based on CLGN IHC staining in our institutional cohort (n=35, Log-rank test). **(P, Q)** Kaplan-Meier survival analysis of the TCGA-LIHC cohort based on *CLGN* mRNA expression levels, showing **(P)** disease-specific survival and **(Q)** overall survival (Log-rank test). **(R)** Western blot analysis of CLGN protein expression in 8 paired fresh-frozen HCC (T) and adjacent non-tumor (N) tissues. GAPDH was used as a loading control. Data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

Immunohistochemical staining for CLGN was performed on microarrays containing tumor samples and corresponding adjacent tissues from 93 HCC patients. Staining was classified into four grades (0–3) according to intensity (**Figure 2H**). The findings from the immunohistochemical analysis demonstrated that CLGN was significantly overexpressed in HCC (**Figure 2I**). Furthermore, this overexpression was correlated with hepatitis (**Figure 2J**), cirrhosis (**Figure 2K**), and tumor size (**Figure 2L**) (**Supplementary Table 3**). CLGN expression was also associated with the expression of the ERS-related proteins GRP78 and ATF6 (**Figures 2M, N**). To preliminarily assess the clinical relevance of CLGN protein expression, we performed IHC on 35 paired HCC specimens and conducted survival analysis. Although the cohort size is limited, our results revealed a trend where high CLGN expression was associated with poor overall survival (**Figure 2O**). Importantly, this finding is strongly supported by an independent analysis of the large TCGA-LIHC cohort, which confirmed at the mRNA level that high CLGN expression correlates with significantly shorter overall survival and disease-specific survival (**Figures 2P, Q**). This consistent evidence across two independent datasets strongly suggests that CLGN is a robust prognostic indicator in HCC.

Furthermore, to validate the expression difference at the protein level, we examined 8 pairs of fresh HCC tissues alongside adjacent nontumor tissues by Western blot. The results consistently demonstrated significantly increased CLGN expression in HCC tissues (**Figure 2R**).

### 3.3 CLGN promotes HCC cell proliferation *in vitro*

To explore the role of CLGN in HCC, we verified CLGN expression in different HCC cell lines via Western blot and qRT–PCR (**Supplementary Figures 3B, C**). In addition to the Hep-G2 cells used for sequencing, we selected the Huh-7 cell line, which has relatively high CLGN expression. Effective siRNA fragments were screened using Western blot (**Supplementary Figures 3D, E**). The CLGN gene was targeted for knockdown in two distinct cell lines using lentiviral technology, and the effectiveness of this approach was confirmed through Western blot and qRT–PCR (**Supplementary Figures 3F, G**, **Supplementary Figure 3I**). CLGN was also overexpressed in Hep-3B cells, which have relatively low endogenous CLGN expression (**Supplementary Figures 3H, J**). CLGN knockdown significantly inhibited the *in vitro* proliferation of Hep-G2 and Huh-7 cells, as shown by colony formation, CCK-8, and EdU assays (**Figures 3A–D, G**). Conversely, CLGN overexpression promoted Hep-3B cell proliferation (**Figures 3E–F, H**).

**Figure 3:**
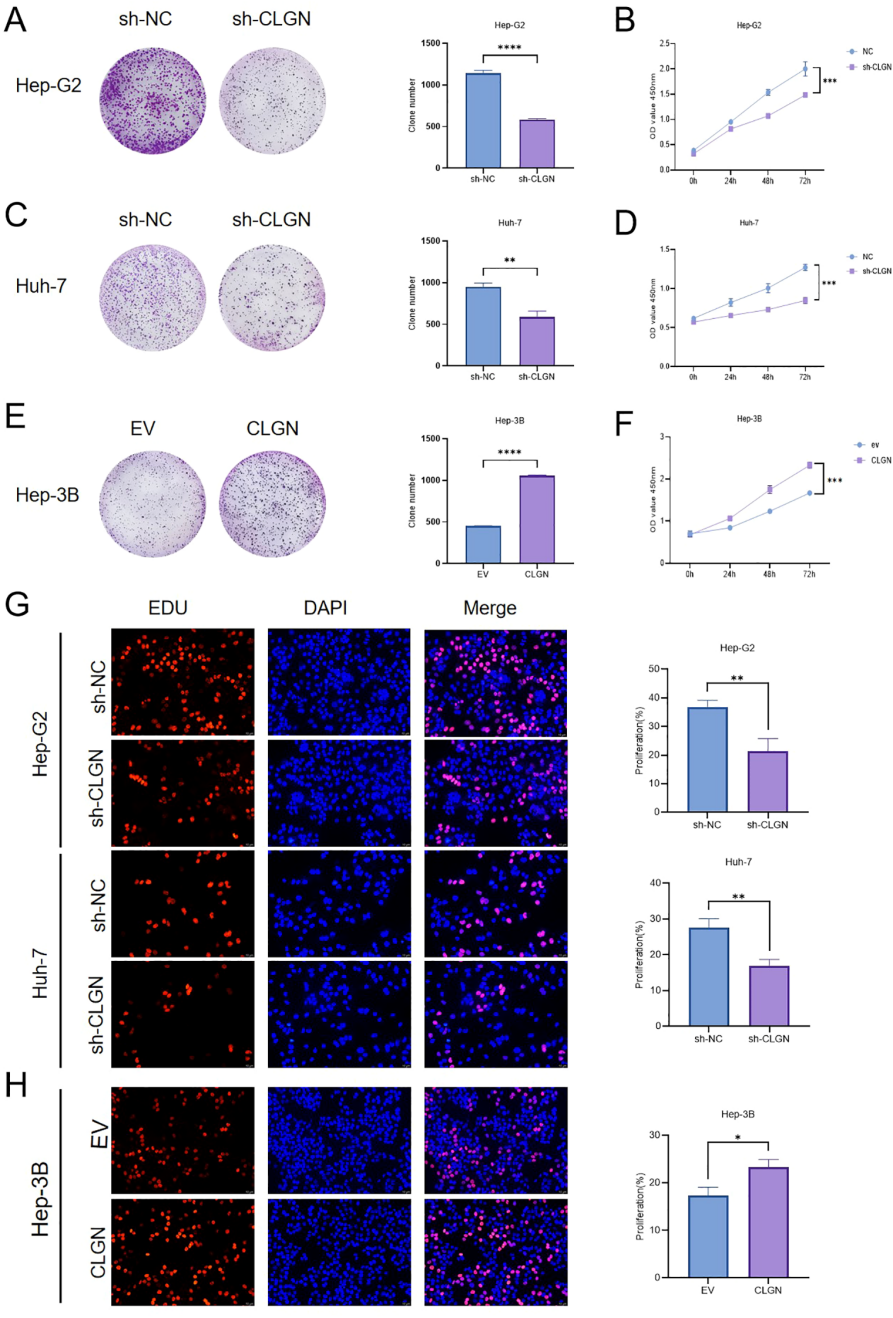
CLGN promotes HCC cell proliferation *in vitro*. **(A, B)** Proliferation of Hep-G2 cells with stable CLGN knockdown was assessed by **(A)** colony formation assay and **(B)** CCK-8 assay. **(C, D)** Proliferation of Huh-7 cells with stable CLGN knockdown was assessed by **(C)** colony formation assay and **(D)** CCK-8 assay. **(E, F)** Proliferation of Hep-3B cells with stable CLGN overexpression was assessed by **(E)** colony formation assay and **(F)** CCK-8 assay. **(G)** Proliferation of CLGN-knockdown Hep-G2 and Huh-7 cells was assessed by EdU assay. Scale bar, 50 μm. **(H)** Proliferation of CLGN-overexpressing Hep-3B cells was assessed by EdU assay. Scale bar, 50 μm. Data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s t-test or one-way ANOVA).

### 3.4 CLGN promotes HCC cell invasion and migration and suppresses apoptosis *in vitro*

We next investigated the impact of CLGN on metastatic potential and apoptosis. Wound healing, Transwell, and Annexin V-FITC/PI assays revealed that CLGN knockdown in Hep-G2 and Huh-7 cells significantly attenuated their migratory and invasive capacities and concurrently promoted apoptosis (**Figures 4A–D, G**). Conversely, CLGN overexpression in Hep-3B cells enhanced invasion and migration while inhibiting apoptosis (**Figures 4E, F, H**).

**Figure 4:**
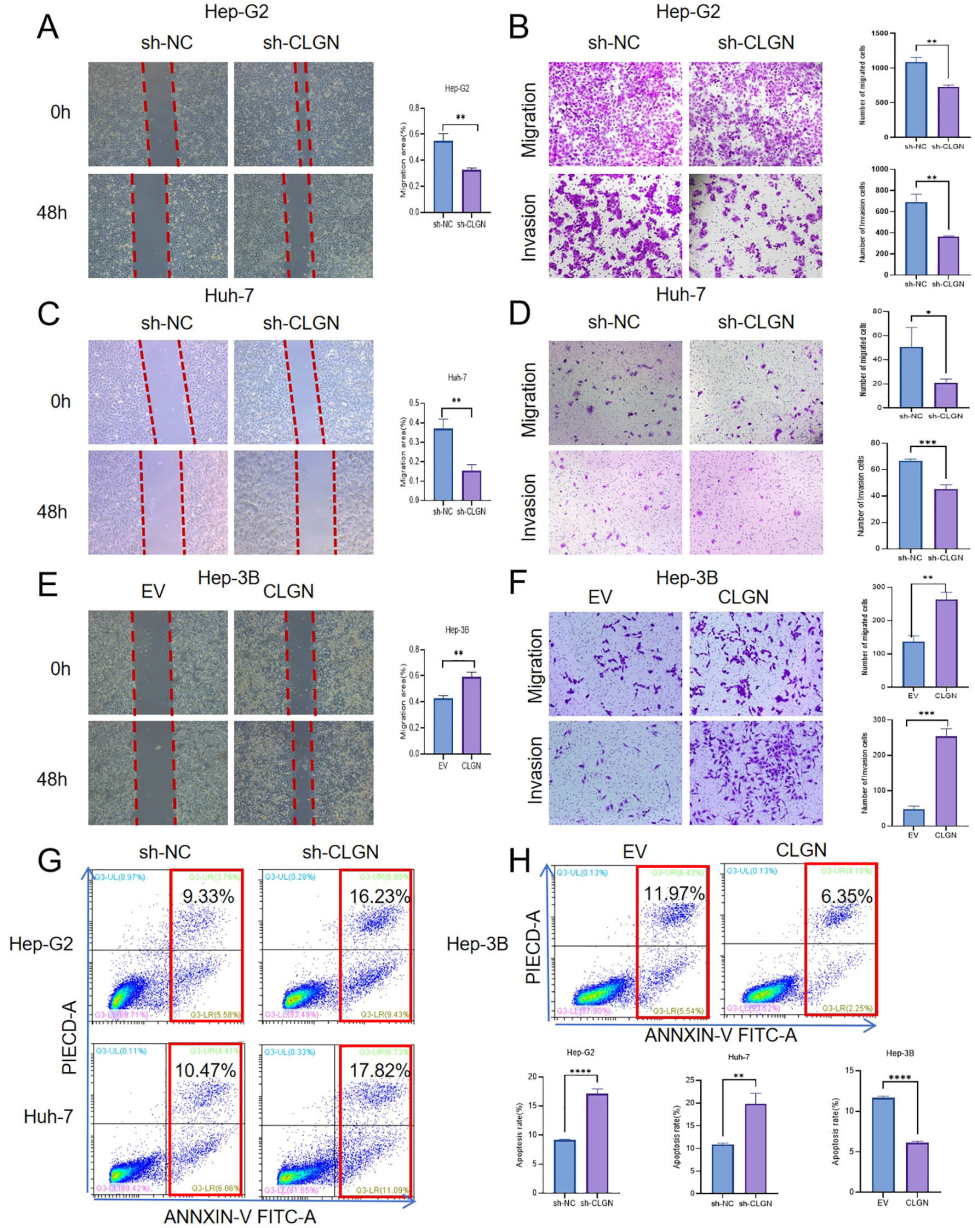
CLGN promotes invasion, migration, and suppresses apoptosis in HCC cells *in vitro*. **(A, B)** Effects of CLGN knockdown in Hep-G2 cells on **(A)** wound healing migration and **(B)** Transwell invasion. **(C, D)** Effects of CLGN knockdown in Huh-7 cells on **(C)** wound healing migration and **(D)** Transwell invasion. **(E, F)** Effects of CLGN overexpression in Hep-3B cells on **(E)** wound healing migration and **(F)** Transwell invasion. **(G)** Apoptosis analysis by flow cytometry in CLGN-knockdown Hep-G2 and Huh-7 cells. **(H)** Apoptosis analysis by flow cytometry in CLGN-overexpressing Hep-3B cells. Data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (Student’s t-test or one-way ANOVA).

### 3.5 CLGN knockdown sensitizes HCC cells to paeonol by attenuating ERS

Given the role of CLGN in ERS, we asked whether targeting CLGN could enhance the efficacy of the anti-HCC agent Pae. The IC_50_ value of pae in HepG2 cells was determined to be 68.98 ng/mL (**Supplementary Figure 3K**). We observed that TM-induced ERS promoted cell proliferation, suppressed apoptosis, and induced resistance to Pae. Notably, CLGN knockdown reversed these pro-tumorigenic effects and restored Pae sensitivity. The combination of sh-CELGN and Pae most effectively suppressed proliferation and induced apoptosis under ERS conditions (**Figures 5A, B**).

**Figure 5:**
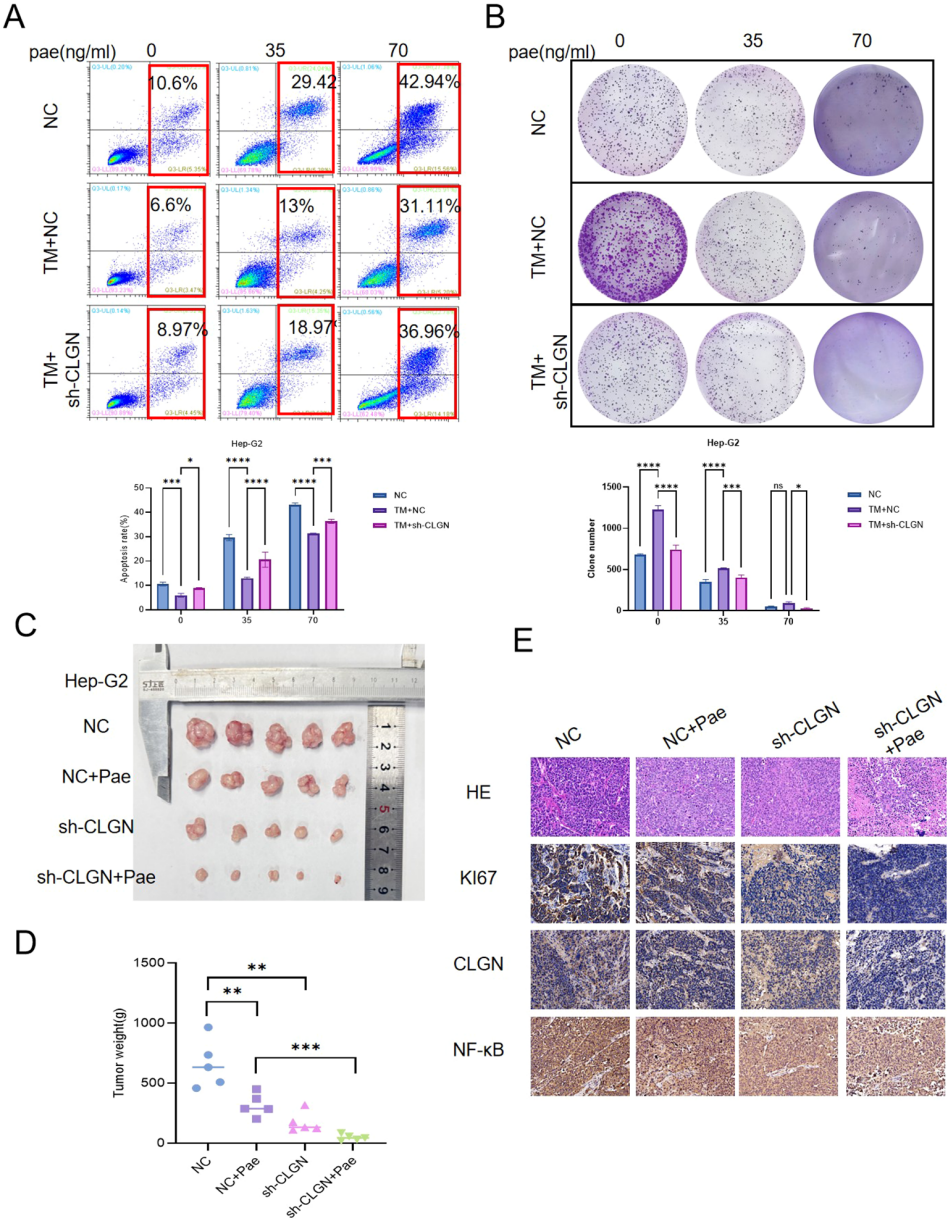
CLGN knockdown enhances the anti-tumor efficacy of Pae by modulating ERS. **(A, B)** Hep-G2 control and CLGN-knockdown cells were treated with TM and/or Pae, followed by analysis of **(A)** apoptosis via flow cytometry and **(B)** clonogenic survival. **(C)** Representative images of resected tumors from the xenograft mouse model under different treatment conditions. **(D)** Tumor weights from each treatment group at the endpoint. **(E)** IHC analysis of Ki67, CLGN, and NF-κB expression in xenograft tumor tissues. Data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 (B, D: one-way ANOVA with Tukey’s *post hoc* test; A: two-way ANOVA).

To translate these findings *in vivo*, we employed a xenograft mouse model. While Pae monotherapy or sh-CLGN alone moderately inhibited tumor growth, the combination of sh-CLGN and Pae resulted in the most potent suppression of tumor growth (**Figures 5C, D**). Immunohistochemical analysis of the xenograft tumors further confirmed the enhanced anti-tumor effect of the combination therapy, as evidenced by the lowest expression levels of the proliferation marker Ki67 and the pro-survival protein NF-κB in this group (**Figure 5E**).

### 3.6 CLGN suppresses apoptosis in HCC via the NF-κB signaling pathway

To elucidate the mechanism by which CLGN promotes HCC progression, we performed transcriptome sequencing of control and CLGN-knockdown cells. This analysis identified 2887 differentially expressed genes (DEGs), comprising 1979 upregulated and 908 downregulated genes (**Figure 6A**, **Supplementary Figure 4A**). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses revealed that these differentially expressed genes (DEGs) were significantly enriched in the TNF and NF-κB signaling pathways (**Figures 6B, C**). Western blot validation confirmed that CLGN knockdown modulated the expression of key effector proteins within the NF-κB pathway (**Figure 6D**), suggesting that CLGN exerts its anti-apoptotic effect, at least in part, through NF-κB activation.

**Figure 6:**
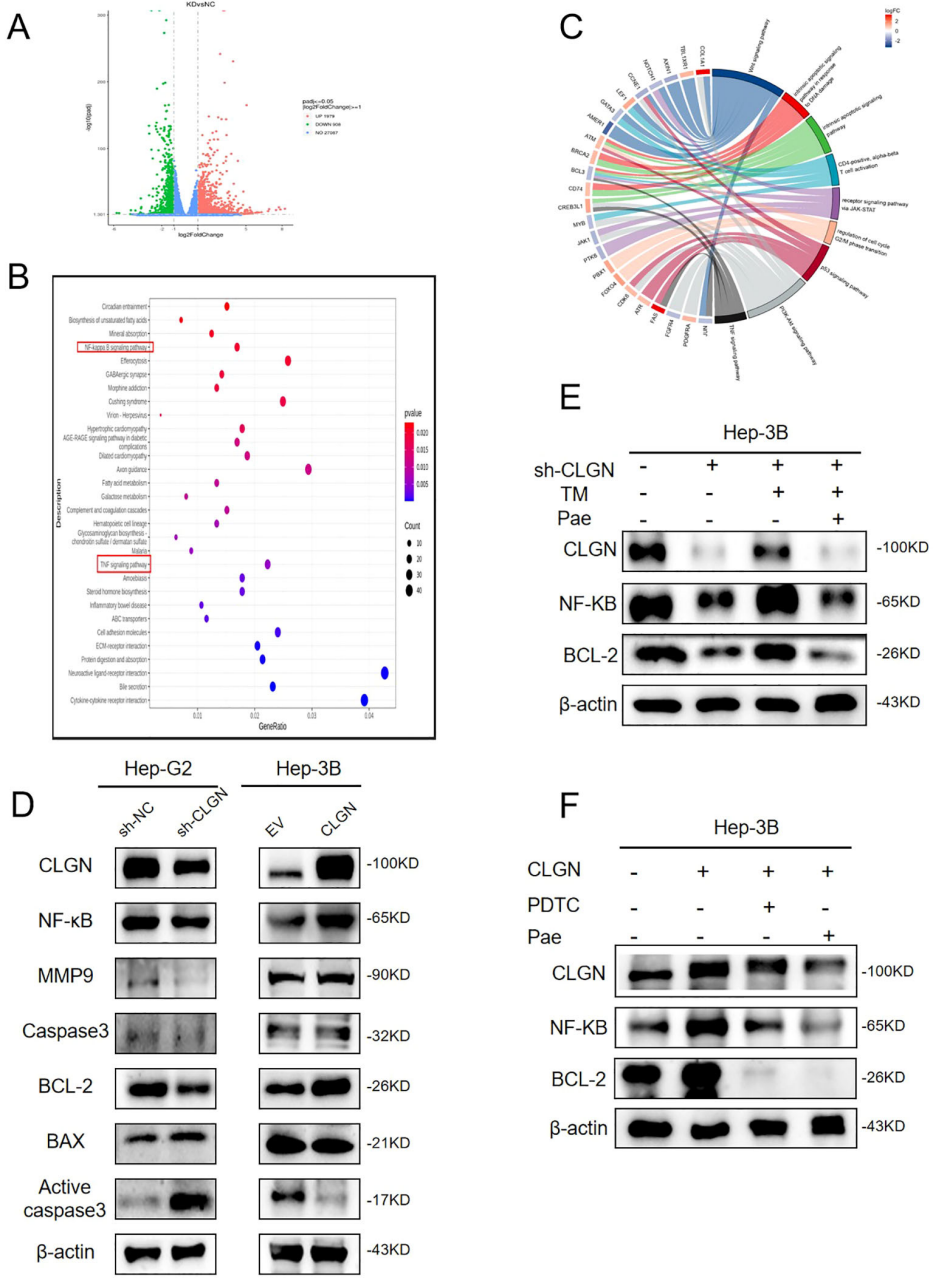
CLGN suppresses apoptosis through activation of the NF-κB pathway. **(A)** Volcano plot of DEGs from RNA sequencing of control versus CLGN-knockdown Hep-G2 cells. **(B)** Chord plot illustrating the results of combined GO/KEGG and logFC enrichment analysis for the identified DEGs. **(C)** Bar graph of the most significantly enriched KEGG pathways. **(D)** Western blot analysis of key NF-κB pathway proteins in Hep-G2 with CLGN knockdown and Hep-3B cells with CLGN overexpression. **(E)** Western blot analysis of CLGN, NF-κB, and Bcl-2 expression in control and CLGN-knockdown Hep-G2 cells treated with TM or TM+Pae. **(F)** Western blot analysis of CLGN, NF-κB, and Bcl-2 expression in vector-control and CLGN-overexpressing Hep-3B cells treated with the NF-κB inhibitor PDTC or Pae. GAPDH was used as a loading control for all Western blot analyses.

We further probed this functional axis under ERS conditions. As shown in **Figure 6E**, TM-induced ERS upregulated both CLGN and NF-κB expression and suppressed apoptosis in Hep-G2 cells. This effect was counteracted by the combined treatment of sh-CLGN and Pae, which robustly induced apoptosis. Conversely, in CLGN-overexpressing Hep-3B cells, treatment with either the NF-κB inhibitor PDTC or Pae reduced NF-κB activation and decreased the expression of the anti-apoptotic protein Bcl-2 (**Figure 6F**). Intriguingly, Pae treatment also downregulated CLGN expression itself, implying that its anti-tumor effect may be mediated partly through suppressing the CLGN/NF-κB axis.

## 4 Discussion

The endoplasmic reticulum (ER) is a pivotal organelle responsible for protein synthesis, folding, and modification (18, 31). arises when ER homeostasis is disrupted, leading to the accumulation of unfolded or misfolded proteins (32). Accumulating evidence underscores the critical role of ERS in tumorigenesis and cancer progression (33, 34). Notably, ERS not only empowers tumor cells to evade immune surveillance (35, 36) but also orchestrates key oncogenic processes (37), including proliferation (14), apoptosis evasion, and drug resistance (38). However, the specific molecular mechanisms driving these effects in HCC remain incompletely elucidated.

Previous bioinformatics studies, such as those by CHENG et al. utilizing machine learning algorithms, have identified CLGN as a potential ERS-related gene (39). Furthermore, CLGN upregulation, regulated by miR-194-3p, has been associated with poor prognosis in HCC (40). Building upon this foundation, our study provides direct functional evidence. By constructing an ERS model and employing transcriptome sequencing, we identified CLGN as a key downstream target. 

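In the ERS model, genes of all UPR arms and both expressed relatives of CLGN were higher with TM. CALR, which encodes the luminal lectin chaperone calreticulin, had 2841 ± 130 FPKM (SD, n = 3) with TM and 562 ± 12.7 FPKM (SD, n = 3) with DMSO. CANX, which encodes calnexin, the membrane-bound chaperone to which calmegin is related, had 1128 ± 43.7 and 354 ± 9.55 FPKM (SD, n = 3 each). CALR3, a further relative, had at most 2 reads in any library. Of 16 UPR sensors and transcription factors, 14 were tested, of which 12 were higher and 2 did not pass at an adjusted p under 0.05 from limma, with 12 higher when adjusted over the list alone. None was lower at an unadjusted p under 0.05 from limma or with limma-voom. In the PERK arm, DDIT3, which encodes CHOP, had 164 ± 10.6 FPKM (SD, n = 3) against 10.3 ± 2.18 FPKM (SD, n = 3), ATF4 had a log2 fold change of 1.49 (standard error 0.0548, adjusted p = 1.93e-09 from limma) and EIF2AK3, which encodes PERK, of 0.80 (standard error 0.0635, adjusted p = 1.02e-06 from limma). In the IRE1α arm, the log2 fold change was 1.53 for ERN1 (standard error 0.0774, adjusted p = 2.53e-08 from limma) and 1.55 for XBP1 (standard error 0.0527, adjusted p = 9.90e-10 from limma). ATF6 had a log2 fold change of 0.77 (standard error 0.0654, adjusted p = 1.82e-06 from limma). The values are per gene and do not separate the spliced form of XBP1 from the unspliced form.

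The paper took the 25 genes with the largest increases after TM, kept those with higher expression in HCC tissues of TCGA, and then those associated with overall survival. From the qRT–PCR response of the remaining genes to TM, it selected CLGN. From the ERS model and transcriptome sequencing the paper concludes that CLGN is a key downstream target. It also reports that CLGN mRNA and protein rose with the dose of TM and fell with an inhibitor of ERS. With TM present, inhibitors of the individual UPR arms affected CLGN mRNA and protein to differing extents, according to the paper. These qRT–PCR and Western blot data were not analysed here.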

We confirmed the strong correlation between CLGN overexpression, ERS activation, and unfavorable patient outcomes. Through *in vitro* and *in vivo* experiments, we demonstrated that CLGN promotes HCC cell proliferation, migration, and invasion while suppressing apoptosis.

A key finding of our research is the potential mechanistic link between CLGN and apoptosis resistance. Our data suggest that CLGN may exert its anti-apoptotic effect, at least in part, through modulating the NF-κB signaling pathway. While this specific role of CLGN in HCC has not been previously reported, our findings provide a plausible mechanistic perspective on how ERS promotes HCC malignancy. Further investigation is warranted to fully delineate this pathway.

The clinical management of HCC is often hampered by the side effects, including cardiotoxicity, of many chemotherapeutic agents (41, 42). Paeonol (Pae), a natural compound with documented cardioprotective properties, presents a promising therapeutic candidate. However, its efficacy as a monotherapy is limited. Our study suggests a possible explanation: the ERS microenvironment may foster resistance to Pae, potentially through a CLGN-mediated mechanism. It is noteworthy that a residual induction of CLGN was observed in knockdown cells upon TM treatment (**Figure 5E**), indicating that potent ERS inducers can partially overcome the knockdown efficiency. This finding underscores the strength of the ERS-CLGN axis and suggests that complete abrogation of this pathway might require a combination of genetic and pharmacological inhibition. In support of this, we found that CLGN knockdown sensitizes HCC cells to Pae-induced apoptosis *in vitro*, and our Western blot analysis points to a potential “CLGN/NF-κB/Bcl-2” regulatory axis. This insight could explain the constrained effectiveness of Pae alone and provides a rationale for exploring combination therapy.

Based on these insights, we propose a novel strategy: combining CLGN inhibition with Pae treatment to potentially overcome apoptosis resistance in HCC cells under ERS conditions. Our findings establish a preliminary theoretical foundation for this approach.

Despite these findings, our study has limitations. The exploration of CLGN’s function is primarily focused on the NF-κB pathway, yet transcriptome data imply it may influence other processes. Furthermore, the precise molecular interactions by which CLGN regulates NF-κB remain to be fully elucidated. Future studies should employ multi-omics integrated analysis and detailed molecular experiments to systematically map the broader signaling network regulated by CLGN and Pae.

In conclusion, our research suggests a novel ERS-driven mechanism in HCC that may involve CLGN. These findings position CLGN as a potential therapeutic target and indicate that its inhibition might enhance the efficacy of Pae. The combination strategy offers a promising direction for future research into HCC treatment (43).

## 5 Conclusions

In summary, our study provides evidence supporting a model in which CLGN, upregulated by endoplasmic reticulum stress (ERS), contributes to hepatocellular carcinoma (HCC) progression and drug resistance, potentially via the NF-κB pathway. Our key findings indicate that (1): ERS upregulates CLGN expression, which is associated with enhanced HCC cell proliferation, migration, and anti-apoptotic activity (2); Elevated CLGN expression correlates with aggressive clinicopathological features and poor patient prognosis (3); The natural compound Paeonol (Pae) appears to counteract CLGN-mediated resistance, potentially by suppressing the CLGN/NF-κB axis, thereby restoring apoptosis sensitivity and inhibiting tumor growth in preclinical models. However, this study has limitations. The mechanistic insights are primarily derived from a limited set of cell lines and focus predominantly on the NF-κB pathway, despite transcriptomic data suggesting the involvement of other signaling networks. While preclinical models (xenografts) validate this strategy, long-term pharmacological and clinical studies are essential to assess safety and efficacy. Thus, despite its mechanistic promise, CLGN/Pae-based therapy remains distant from clinical application and requires further optimization.

## Data Availability

All the data generated or analyzed during the current study are included in this publication and its Supplementary Information files. The datasets supporting this study are available from the corresponding author upon reasonable request. The GEO accession number for the CLGN-knockdown mRNA sequencing data is GSE295052. The RNA sequencing data of TM-treated and untreated HepG2 cells are available under GEO accession number GSE208391.

# Supplementary material for: Targeting endoplasmic reticulum stress-induced CLGN resensitizes hepatocellular carcinoma to apoptosis: paeonol synergistically enhances efficacy by dual inhibition of CLGN and NF-κB
**Source:** Front Oncol. 2025 Nov 28;15:1709962. doi: 10.3389/fonc.2025.1709962
**Supplement:** Supplementary file 5

| **Antibody** | **Antibody dilution ratio (in Western blot)** | **Company** |
| --- | --- | --- |
| CLGN | 1:1000 | BOSTER |
| GRP78 | 1:5000 | proteintech |
| NF-KB | 1:1000 | CST |
| MMP9 | 1:1000 | ABclonal |
| Caspase-3 | 1:5000 | HUBIO |
| BCL-2 | 1:1000 | Affinity |
| BAX | 1:1000 | CST |
| Active caspase3 | 1:1000 | HUBIO |
| β-actin | 1:50000 | proteintech |
| XBP-1s | 1:1000 | CST |
| eIF2α | 1:2000 | Affinity |
| ATF6 | 1:1000 | abclonal |

# Supplementary material for: Targeting endoplasmic reticulum stress-induced CLGN resensitizes hepatocellular carcinoma to apoptosis: paeonol synergistically enhances efficacy by dual inhibition of CLGN and NF-κB
**Source:** Front Oncol. 2025 Nov 28;15:1709962. doi: 10.3389/fonc.2025.1709962
**Supplement:** Supplementary file 6

**Table S2. Primer sequences for RT-qPCR**

| Target gene | Forward (5’-3’) | Reverse (5’-3’) |
| --- | --- | --- |
| CLGN | GATCCTTCTGCCGTCAAACC | ATCTGAGGTGCCTCCATTC |
| β-actin | CCCAGCCATGTACGTTGCTA | TCACCGGAGTCCATCACGAT |
| HSPA5 | CCGAGAACACGGTCTTTG AC | CTTTGTTTGCCCACCTCCAA |
| UNC5B | CAACTTCCTGCTCACCATCG | TTC ACGTAGACGATG ACGGT |
| GRP1 | GGAGAGCAAAACGACTCAGAG | CCCCAATGACGGTCTTAT TTA GG |
| PERK | ACGATGAGACAGAGTTGCGAC | ATCCAAGGCAGCAATTCTCCC |
| ATF6 | TCCTCGGTCAGTGGACTCTTA | CTTGGGCTGAATTGAAGGTTTTG |
| IREla | CACAGTGACGCTTCCTGAAAC | GCCATCATTAGGATCTGGGAGA |

# Supplementary material for: Targeting endoplasmic reticulum stress-induced CLGN resensitizes hepatocellular carcinoma to apoptosis: paeonol synergistically enhances efficacy by dual inhibition of CLGN and NF-κB
**Source:** Front Oncol. 2025 Nov 28;15:1709962. doi: 10.3389/fonc.2025.1709962
**Supplement:** Supplementary file 7

| Characteristics | Low expression  of CLGN | High expression  of CLGN | P value |
| --- | --- | --- | --- |
| n | 29 | 64 |  |
| Gender, n (%) |  |  | 0.668 |
| Male | 21 (22.6%) | 49 (52.7%) |  |
| Female | 8 (8.6%) | 15 (16.1%) |  |
| Age, n (%) |  |  | 0.527 |
| ＜60 | 18 (19.4%) | 44 (47.3%) |  |
| ≥60 | 11 (11.8%) | 20 (21.5%) |  |
| Hepatitis, n (%) |  |  | < 0.001 |
| No | 14 (15.1%) | 10 (10.8%) |  |
| Yes | 15 (16.1%) | 54 (58.1%) |  |
| Liver Cirrhosis, n (%) |  |  | 0.034 |
| No | 20 (21.5%) | 29 (31.2%) |  |
| Yes | 9 (9.7%) | 35 (37.6%) |  |
| AFP, n (%) |  |  | 0.255 |
| ＜20 | 14 (15.1%) | 21 (22.6%) |  |
| 20～400 | 5 (5.4%) | 20 (21.5%) |  |
| ≥400 | 10 (10.8%) | 23 (24.7%) |  |
| Stage, n (%) |  |  | 0.918 |
| Ⅰ～Ⅱ | 21 (22.6%) | 47 (50.5%) |  |
| Ⅲ～Ⅳ | 8 (8.6%) | 17 (18.3%) |  |
| Tumor Size(cm), n (%) |  |  | 0.037 |
| ＜5 | 13 (14%) | 15 (16.1%) |  |
| ≥5 | 16 (17.2%) | 49 (52.7%) |  |
| Degree of Differentiation, n (%) |  |  | 0.586 |
| Low | 3 (3.2%) | 12 (12.9%) |  |
| Medium | 15 (16.1%) | 31 (33.3%) |  |
| High | 11 (11.8%) | 21 (22.6%) |  |
| OS(month), n (%) |  |  | 0.010 |
| ＜12 | 0 (0%) | 7 (20%) |  |
| 12～24 | 3 (8.6%) | 12 (34.3%) |  |
| ≥24 | 8 (22.9%) | 5 (14.3%) |  |
| GRP78, n (%) |  |  | 0.002 |
| Low | 17 (18.3%) | 16 (17.2%) |  |
| High | 12 (12.9%) | 48 (51.6%) |  |
| ATF6, n (%) |  |  | < 0.001 |
| Low | 28 (30.1%) | 37 (39.8%) |  |
| High | 1 (1.1%) | 27 (29%) |  |
| PERK, n (%) |  |  | 0.410 |
| Low | 29 (31.2%) | 60 (64.5%) |  |
| High | 0 (0%) | 4 (4.3%) |  |
| IRE1, n (%) |  |  | 0.407 |
| Low | 27 (29%) | 54 (58.1%) |  |
| High | 2 (2.2%) | 10 (10.8%) |  |

How the deposited data were processed for this re-analysis (not part of the article)

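RNA sequencing was analysed in 3 libraries of TM-treated cells and 3 libraries of DMSO-treated cells, all labelled Hep-G2. Conditions and replicate numbers were taken from the sample labels, and the time of 24 h of TM from the series design, which gives no time for DMSO. The sequencing of CLGN-knockdown cells was not analysed here, nor were the TCGA, qRT–PCR, Western blot and animal data.

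The authors deposited 1 table with an FPKM value per gene and library, and the submitters' processing notes name cutadapt 2.5, HISAT2 2.1.0, featureCounts 1.6.3 and the genome build hg38, in no stated role; the annotation and the strand setting are not given in the sources used here. Of 19890 rows, all were whole multiples of the value of 1 read within a tolerance of 1e-06 (largest deviation 2.9e-11), which gave the reads per gene up to a common factor in some genes, and the depths of 7859936 to 10238734 reads per library. The table's log2 fold changes were computed by the authors from the group means of FPKM, with a placeholder of 100, of either sign, where a mean is 0. The table's p-values were computed by the authors and equal Welch's test on the linear FPKM values, and the table also gives p-values adjusted over its rows, by a method that the sources used here do not name. All columns of per-sample values were matched to samples.

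The design fixed before the data were examined put a test of counts first and limma on log2(FPKM + 1) second, for a file without counts; the deposited values are FPKM, so the second was used. Genes with a mean of at least 1 FPKM in 1 of the groups (11818 genes) were fitted with limma 3.58.1 in R 4.3.3 (trend, no block), with a pseudocount of 1 and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The 24 gene lists were tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over the lists, and again with an estimated correlation and with fry. The lists were ER chaperones and folding enzymes, ER-associated degradation, PERK-ATF4-CHOP targets, UPR sensors and transcription factors, ER translocation and vesicle transport, N-glycosylation, aminoacyl-tRNA synthetases, cytosolic heat shock proteins, NRF2 targets, autophagy, p53 targets, hepatocyte plasma proteins, acute phase proteins, complement and coagulation factors, cholesterol synthesis, fatty acid and triglyceride synthesis, xenobiotic and bile acid metabolism, NF-kB, pro-apoptotic and anti-apoptotic genes, cell cycle, immediate early genes, BMP response and ribosomal proteins. Markers of other cell types were read as levels. CLGN was left out of the lists, because the study chose it from these libraries. Other genes of the study's heatmap stayed in their lists. The lists of acute phase proteins (CP and FGA), xenobiotic metabolism (UGT1A1), immediate early genes (EGR1) and BMP response (ID1) were chosen because of such genes. Set tests of these lists are therefore not independent of that choice.

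The genes named are those of the paper's text and of Figure 1B (whose direction was seen in the figure), the relatives of CLGN, the 15 higher and 10 lower genes with the largest log2 fold change among those with an adjusted p under 0.05, at least 1 FPKM in the higher group and no overlap between the groups, and up to 3 members per direction of each list with the smallest adjusted p. ALB, APOA1, AFP, LUM, ACTB, GAPDH, PPIA and CYTH3 fall outside this rule and were chosen after their values were seen.

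Tested on simulated data for the TM and DMSO comparison, with 11818 genes and 200 of them changed, the fit recovered 52 of 67 genes changed by 1.5-fold, 66 of 67 changed by 2-fold and 65 of 66 changed by 4-fold, with 9 calls among 11618 unchanged genes. The simulation gave every gene the same dispersion of 0.01 and changed far fewer genes than the 6504 called in the data. These shares are therefore not the power of the real comparison. Libraries of a group differed by more than sampling noise in every pair (chi-square per degree of freedom 1.82 to 5.35), which does not show whether they came from separate cultures. Median-ratio scaling moved the median log2 fold change of all tested genes from -0.04 to 0.00205. The alternatives were a pseudocount of 0.1, no filter, a replicate block, each library left out in turn, adjusted p-values, the p-values of the authors' deposited table, median-ratio scaling, protein-coding genes alone (rows with an accession of a coding transcript), limma-voom on the recovered reads and limma's treat test. Coordinates and exact matches of primers and the shRNA target were taken from GRCh38 with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.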

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

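Outside the lists of ER chaperones, ER-associated degradation, PERK-ATF4-CHOP targets, UPR sensors, NF-kB and apoptosis, 7 lists differed between TM and DMSO libraries. They did so by camera in limma, both with a preset and with an estimated correlation. Of the lists set aside, ER chaperones, ER-associated degradation and UPR sensors also did. Their adjusted p by camera with an estimated correlation was 0.00728, 0.0257 and 0.0464. Among the 7 lists it was 0.00813 for ER translocation and vesicle transport and 0.02475 for the cell cycle. It was 0.0391 for cytosolic heat shock proteins and 0.0410 for p53 targets. N-glycosylation, aminoacyl-tRNA synthetases and BMP response genes had 0.04485 each. PERK-ATF4-CHOP targets, at 0.0566, lay close to these values but did not pass. Most genes of ER translocation and vesicle transport were higher. Of 50 such genes, 40 were higher, 5 were lower and 5 did not pass at an adjusted p under 0.05 from limma (41 higher and 6 lower adjusted over the list alone). Their median log2 fold change was 0.71. Among the lower genes were SRP14, SAR1A and SEC23A. SEC61A1, the channel subunit of the translocon, rose from 91.2 ± 3.59 to 329 ± 15.3 FPKM (SD, n = 3 each). Of 37 tested genes of N-glycosylation, the pathway that TM blocks, 26 were higher, 2 were lower and 9 did not pass (26 higher and 3 lower adjusted over the list alone), with a median of 0.47; MAGT1 and STT3A, subunits of oligosaccharyltransferase, had log2 fold changes of 1.96 and 1.48. The lower genes were DPM2 and MPDU1, and both lost their calls with no filter (adjusted p = 0.0754 and 0.0551 from limma), after median-ratio scaling (0.0913 and 0.145), with limma-voom (0.0559 and 0.0611), with limma-voom on all genes with a read (0.0776 and 0.0852), and without TM replicate 2 (0.0538 and 0.132), control replicate 1 (0.0919 and 0.122) or control replicate 2 (0.140 and 0.101); DPM2 also without TM replicate 1 (0.162) and MPDU1 without TM replicate 3 (0.0957). Of 20 aminoacyl-tRNA synthetases, 13 were higher, 3 were lower and 4 did not pass (13 and 3 adjusted over the list alone), with a median of 0.61, from 2.27 for WARS to -0.47 for RARS; the lower gene QARS lost its call without TM replicate 2 (adjusted p = 0.0562 from limma) and after median-ratio scaling (0.0542).

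Chaperones of the cytosol moved against those of the ER. Of 17 cytosolic heat shock proteins, a list that also holds mitochondrial chaperones, 15 were lower, 1 was higher and 1 did not pass at an adjusted p under 0.05 from limma (15 and 1 adjusted over the list alone), with a median log2 fold change of -0.67. HSPA8 fell from 570.4 ± 45.2 to 290.2 ± 10.1 FPKM (SD, n = 3 each), while the mitochondrial chaperone HSPA9 was the higher member, at 259 ± 0.946 against 165 ± 5.37 FPKM (SD, n = 3 each). The 39 genes of the cell cycle and DNA replication had a median of -0.77; the paper studies proliferation with other assays. The 6 tested BMP response genes of 10 were lower (6 adjusted over the list alone) and had a median of -1.49; none was higher at an unadjusted p under 0.05 from limma or with limma-voom. ID1, which the study shows in its heatmap of these libraries, is a member and was the reason for this list. The set test is therefore not independent of that choice. The other tested members were also lower, from -2.40 for ID3 to -0.28 for SMAD7. Of 19 tested p53 targets, 13 were higher, 1 was lower and 5 did not pass (13 and 1 adjusted over the list alone), with a median of 0.59; GADD45A rose from 8.61 ± 0.631 to 48.4 ± 2.23 FPKM (SD, n = 3 each). The lower p53 target was ZMAT3, and BAX, FAS, FDXR, RRM2B and TP53I3 did not pass. SESN2 and TNFRSF10B are shared with the list of PERK-ATF4-CHOP targets. Part of the aminoacyl-tRNA synthetases are known ATF4 targets too, so neither list is separate from that arm.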

How the results depend on the processing

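Over the alternatives, 362 values of main results held, which for counts and ranks means within 1.5 times, for gene lists the direction and side of the threshold of the set test, and for genes those of limma; 1988 values of single genes also held; a further 33 values of single genes lost their call, 1 gained it and 2 changed sign without passing in either fit. Median-ratio scaling, both limma-voom fits, limma's treat test, protein-coding genes alone and the authors' deposited table over every row were chosen after seeing the data; other settings were set before. The count of changed genes (6504) was 5612 to 6282 without 1 library, 6436 with no filter, 6411 after median-ratio scaling (3191 higher and 3220 lower), 5671 of 10112 with protein-coding genes alone and 236 in limma's treat test against a log2 fold change of 1, which sets a stricter bound. Median-ratio scaling moved the median log2 fold change from -0.04 to 0.00205. The more even split follows from that shift, so it does not test which direction prevails. The 532 genes past the paper's thresholds became 813 with a pseudocount of 0.1, 838 with limma-voom, 1550 with limma-voom on all genes with a read and 1060 with the authors' deposited table over every row. The first of these fits changes the pseudocount alone, with the same 11818 genes. The limma-voom fits differ from each other in the genes included. What else adds to the differences was not tested. CLGN, below the filter and so untested, passed with no filter (0.76, adjusted p = 0.000381 from limma) and with limma-voom on all genes with a read (3.94, adjusted p = 2.23e-06), and its position moved from 548 to 29 with the latter and 23 with the authors' deposited table, placeholders left out.

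With an estimated correlation, camera in limma no longer passed PERK-ATF4-CHOP targets (adjusted p = 0.0566), autophagy genes (0.0776), acute phase proteins (0.0776), immediate early genes (0.381) and ribosomal proteins (0.174); the cause was not tested. By fry, which compares a list with no change and not with other genes, NRF2 targets (adjusted p = 0.000807) and cholesterol synthesis (0.0455) passed as higher. Hepatocyte plasma proteins (adjusted p = 0.00428 by fry), complement and coagulation factors (0.000569) and NF-kB genes (0.0214) passed as lower. The sign changed without passing for fatty acid synthesis (0.384) and anti-apoptotic genes (0.528). NRF2 oxidative stress targets (median 0.19) passed camera without control replicate 1 (0.23, adjusted p = 0.0341), within a range of 0.13 to 0.24 without 1 library, and with both limma-voom fits (0.19 and 0.19). Complement and coagulation factors (-0.68) passed camera without TM replicate 3, control replicate 1 or control replicate 2, within -0.69 to -0.65, and with median-ratio scaling (-0.63) and limma-voom (-0.69); their median was 0.00983 with no filter and 0.000479 with limma-voom on all genes with a read, while the direction of camera stayed lower. The median of pro-apoptotic genes (-0.03) was 0.0159 after median-ratio scaling, 0.00981 without TM replicate 3 and 0.00845 without control replicate 3, with the direction of camera higher in each fit. Medians changed sign without passing for hepatocyte plasma proteins (0.0378 with no filter, 0.62 with limma-voom on all genes with a read) and xenobiotic metabolism (-0.0165 and -0.0500), both fits that include genes of lower expression. NFKB1 was at 0.00720 after median-ratio scaling, and RELA at -0.0693 without TM replicate 1 and 0.13 without TM replicate 3. The 33 lost calls were those of NPLOC4, DPM2, MPDU1, QARS, SULT1A1 and RPS26.

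With the replicate block, 6437 genes changed (2727 higher, 3710 lower) and 533 passed the paper's thresholds. Correlations of deviations between libraries of the same number were 0.04, 0.16 and -0.23, so the numbers were not taken to pair libraries, and not every library correlated best with its own number. The planned count tests, with their scalings and filters, were not run, because the authors deposited FPKM and no counts; limma-voom used reads recovered from these. Protein-coding genes were taken from the 1 accession per gene in the deposited table, so a coding gene listed by a noncoding transcript was left out.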

Differences from the paper's values

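The paper reports 1062 differentially expressed genes, and 532 genes passed an unadjusted p under 0.05 from limma and an absolute log2 fold change over 1 here. Of these the paper reports 601 as upregulated, and 310 were higher here. The paper's text gives P < 0.05 for its top genes and no fold threshold. The value of 1 is that of the lines in Figure 1A. It cuts unlike measures: the fold change here is that of FPKM + 1. The authors' deposited table takes its fold change from the group means of FPKM. Among the alternatives set before the data were examined, a pseudocount of 0.1 (813 genes, 461 higher) and the p-values and log2 fold changes of the authors' deposited table over the genes kept by the filter (795 genes, 450 higher) come within 1.5 times of both of the paper's numbers, and each of these leaves out 23 of the 50 genes of Figure 1B. The fits with the replicate block (533 genes, 311 higher) and with adjusted p-values (532 and 310) do not. Nor do those without each library in turn (527 to 547 genes, 303 to 320 higher). The fit with no filter (532 genes, 310 higher) could not come closer. A gene with a mean under 1 FPKM in both groups cannot differ by more than 1 on log2(FPKM + 1).

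The remaining settings were chosen after the values were seen. The authors' deposited table over every row gives 1060 genes, 600 of them higher, and drops 0 of the 50 genes of Figure 1B. Its 25 largest increases and 25 largest decreases with p under 0.05, with the placeholders for a group mean of 0 left out, are the 50 genes of that figure. Limma-voom on the recovered reads gives 838 genes, 475 higher, and drops 23 of the 50, and over all genes with a read 1550 genes, 897 higher, and drops 0 of the 50. Median-ratio scaling (534 genes, 340 higher) and protein-coding genes alone (470 genes, 264 higher) do not come within 1.5 times.

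The paper places CLGN among the 25 genes with the largest increases. It did not pass the filter on FPKM here. Its difference on log2(FPKM + 1) would take position 548 of 3035 higher genes with an unadjusted p under 0.05 from limma. That scale bounds this position, since CLGN had a mean under 1 FPKM in both groups and so could not differ by more than 1. The paper's ranking, by the ratio of group means, has no such bound. The ranking of the authors' deposited table, with placeholders left out, places it at 23. Limma-voom on all genes with a read, chosen after the values were seen, places it at 29 of 3503. All 50 genes of Figure 1B had the paper's direction here, which was certain, since the study chose them on the same libraries. By qRT–PCR, the paper states weaker induction of GPR1 and UNC5B than of CLGN, and Figure 1G shows UNC5B below its control. In the RNA sequencing, a different assay, the ratio of means was 45.8 for UNC5B, 17.4 for CLGN and 17.3 for GPR1. HSPA5, at 17.0, was higher in both assays. The ratio of CLGN rests on 1, 0 and 3 reads in the controls. From summed reads its exact Clopper-Pearson 95% interval was 6.02 to 61.4, for counting error only. The paper states that TM-induced ERS promoted proliferation, which it measured in cell assays. In the RNA sequencing, which does not measure cell number, 38 of 39 genes of the cell cycle and DNA replication were lower with TM at an adjusted p under 0.05 from limma, MKI67 among them at a log2 fold change of -1.31, and CDC6 was higher.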

Other observations

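Beyond the UPR, the lists of NRF2 targets, cholesterol synthesis and fatty acid synthesis held genes called in both directions. Among genes that passed, autophagy genes and ribosomal proteins were mostly higher and immediate early genes mostly lower. Of 18 NRF2 targets, which answer oxidative stress, 9 were higher, 7 were lower and 2 did not pass at an adjusted p under 0.05 from limma (9 and 7 adjusted over the list alone); SLC7A11, the cystine transporter and also an ATF4 target, rose from 15.4 ± 3.05 to 56.8 ± 3.27 FPKM (SD, n = 3 each). Of 19 autophagy genes, 8 were higher, 1 was lower and 10 did not pass (8 and 1 adjusted over the list alone; camera adjusted p = 0.00938, and adjusted p = 0.0776 with an estimated correlation), led by WIPI1, which rose from 6.15 ± 0.832 to 39.4 ± 0.869 FPKM (SD, n = 3 each). Of 77 ribosomal proteins, 44 were higher, 1 was lower and 32 did not pass (44 and 2 adjusted over the list alone; camera adjusted p = 3.67e-08, and adjusted p = 0.174 with an estimated correlation), with a median log2 fold change of 0.22. The lower gene, RPS26, lost its call with no filter (adjusted p = 0.0534 from limma), after median-ratio scaling (0.119), and without TM replicate 2 (0.0771), TM replicate 3 (0.116), control replicate 1 (0.0573) or control replicate 3 (0.0974). Of 14 tested immediate early genes, 2 were higher, 10 were lower and 2 did not pass (2 and 11 adjusted over the list alone). Camera gave this list an adjusted p = 0.00938, and an adjusted p = 0.381 with an estimated correlation. EGR1 fell from 5.49 ± 0.666 to 0.657 ± 0.126 FPKM (SD, n = 3 each), while JUN and FOSB were higher. EGR1 stands in Figure 1B and was the reason for this list, so the set test is not independent of that choice. Of 25 genes of cholesterol synthesis, 12 were higher, 7 were lower and 6 did not pass (12 and 7 adjusted over the list alone), with STARD4 at a log2 fold change of 1.23. Of 19 tested genes of fatty acid and triglyceride synthesis, 5 were higher, 5 were lower and 9 did not pass (5 and 5 adjusted over the list alone), with a median of 0.12 and a mean of -0.02; FASN fell from 134 ± 8.91 to 61.8 ± 5.07 FPKM (SD, n = 3 each).

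Most genes of hepatocyte function were too low to test, in libraries where 11 of the 30 hepatocyte plasma protein genes had no read. Of these 30, 4 were tested, of which 1 was higher, 2 were lower and 1 did not pass at an adjusted p under 0.05 from limma (2 and 2 adjusted over the list alone). Of 15 acute phase proteins, 4 were tested and 4 were lower (4 adjusted over the list alone; camera adjusted p = 0.00678, and adjusted p = 0.0776 with an estimated correlation), CP among them at a log2 fold change of -2.04; none was higher at an unadjusted p under 0.05 from limma or with limma-voom. CP and FGA stand in the study's heatmap of these libraries and were the reason for this list, so its set test is not independent of that choice. Of 34 complement and coagulation factors, 9 were tested, of which 1 (C5) was higher, 6 were lower and 2 did not pass (1 and 6 adjusted over the list alone). Of 35 genes of xenobiotic and bile acid metabolism, 3 were tested, of which ABCC2 was higher, SULT1A1 was lower and 1 did not pass (2 and 1 adjusted over the list alone). SULT1A1 lost its call without TM replicate 1 (adjusted p = 0.0973 from limma), TM replicate 2 (0.0881), control replicate 1 (0.102) or control replicate 2 (0.0775), with no filter (0.0528), with the replicate block (0.0560) and after median-ratio scaling (0.0841). The paper studies NF-kB and apoptosis in other samples. From Western blots it states that TM raised NF-kB in Hep-G2 cells, and it states that apoptosis was suppressed. The libraries here measure RNA and not protein. As a set, the NF-kB list passed as lower with TM by fry (adjusted p = 0.0214) and did not pass by camera in limma (adjusted p = 0.656). In these libraries, of 30 tested NF-kB genes 8 were higher, 10 were lower and 12 did not pass (8 and 11 adjusted over the list alone), with NFKB1 at a log2 fold change of -0.04 (adjusted p = 0.597 from limma; 0.01 after median-ratio scaling) and RELA at 0.05 (adjusted p = 0.686 from limma; -0.07 without TM replicate 1). Of 21 tested pro-apoptotic genes 6 were higher, 6 were lower and 9 did not pass (6 and 6 adjusted over the list alone), with a median of -0.03 and a mean of 0.02. Of 9 tested anti-apoptotic genes 5 were higher, 3 were lower and 1 did not pass (5 and 3 adjusted over the list alone); BCL2 had a log2 fold change of 0.40 (adjusted p = 0.00204 from limma). MKI67, a marker of proliferation, fell from 49.6 ± 0.323 to 19.4 ± 0.859 FPKM (SD, n = 3 each), ARHGEF2 rose by 1.28 on the log2 scale, and EDN1, NAT10 and HSP90AA1 had log2 fold changes of -0.86, -0.33 and -1.37 (each past an adjusted p under 0.05 from limma).

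The tests of explanations below were chosen after the results were seen, and the genes ACTB, GAPDH, PPIA and CYTH3 were chosen after their values were seen. Neither count of genes can be set against chance by regrouping, since the 6 libraries make 10 splits: 1 split, the real one, gave as many changed genes (6504, against 0 in the highest of the others), and 1 split, the real one, as many genes past the paper's thresholds (532, against 3).

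The libraries labelled Hep-G2 held few reads of hepatocyte plasma protein genes, which Hep-G2 cells are known to express. Values lost in the counting step would leave the genes at 0 in every library, and 14 of the 30 genes had 1 to 30 reads, which argues against this as the whole cause. Genes lowered by TM would be present in the controls, and the median of the list in the controls was 0 FPKM, which argues against lowered by TM. Cells that do not make hepatocyte proteins would leave most genes of the list under 30 reads, as was so for 25 of 30. That count restates the pattern, so it does not test this explanation. Of 23 marker genes of other cell types, 7 passed the filter on expression. The highest was LUM, picked after its values were seen, at a mean of 43.8 FPKM in the controls. Cells that do not make hepatocyte proteins stay open as an explanation. They cannot be told apart from an unusual state of Hep-G2 cells, because no expression profile of Hep-G2 cells was used here.

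GPR1 and UNC5B were higher in the RNA sequencing than the qRT–PCR panel of Figure 1G shows. For the listed primer pair amplifies another gene as an explanation, 0 of the 2 primers listed as GRP1 had an exact match in a GPR1 transcript, while both matched CYTH3, a gene also known as GRP1. CYTH3 itself rose from 28.4 ± 0.712 to 44.6 ± 2.40 FPKM (SD, n = 3 each), a ratio of 1.57, so a candidate explanation is that this pair measured CYTH3. For UNC5B, 2 of 2 primers matched an UNC5B transcript, which argues against the primers as the reason for its direction, and no other explanation was tested. The listed reverse primer of CLGN, with which both genes are compared in that panel, had 0 exact matches in annotated transcripts.

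ACTB, the reference gene of the qRT–PCR, fell from 2308 ± 250 to 881 ± 24.9 FPKM (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.0715, adjusted p = 2.98e-08 from limma). If a few genes taking most of the reads were the cause, median-ratio scaling would bring it near 0, and it stayed at -1.33. A response to TM in these cells stays open: the highest TM library was at 0.424 of the lowest control library, but ACTB was picked for this change, so the value does not test the explanation. GAPDH and PPIA had log2 fold changes of -0.32 and -0.42, so the reference genes differed in size of change.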
